# Deletion of a conserved Gata2 enhancer impairs haemogenic endothelium programming and adult Zebrafish haematopoiesis

**DOI:** 10.1038/s42003-020-0798-3

**Published:** 2020-02-13

**Authors:** Tomasz Dobrzycki, Christopher B. Mahony, Monika Krecsmarik, Cansu Koyunlar, Rossella Rispoli, Joke Peulen-Zink, Kirsten Gussinklo, Bakhta Fedlaoui, Emma de Pater, Roger Patient, Rui Monteiro

**Keywords:** Haematopoietic stem cells, Haematopoiesis, Zebrafish

## Abstract

Gata2 is a key transcription factor required to generate Haematopoietic Stem and Progenitor Cells (HSPCs) from haemogenic endothelium (HE); misexpression of Gata2 leads to haematopoietic disorders. Here we deleted a conserved enhancer (i4 enhancer) driving pan-endothelial expression of the zebrafish *gata2a* and showed that Gata2a is required for HE programming by regulating expression of *runx1* and of the second Gata2 orthologue, *gata2b*. By 5 days, homozygous *gata2a*^Δi4/Δi4^ larvae showed normal numbers of HSPCs, a recovery mediated by Notch signalling driving *gata2b* and *runx1* expression in HE. However, *gata2a*^Δi4/Δi4^ adults showed oedema, susceptibility to infections and marrow hypo-cellularity, consistent with bone marrow failure found in GATA2 deficiency syndromes. Thus, *gata2a* expression driven by the i4 enhancer is required for correct HE programming in embryos and maintenance of steady-state haematopoietic stem cell output in the adult. These enhancer mutants will be useful in exploring further the pathophysiology of GATA2-related deficiencies in vivo.

## Abstract (web summary)

Dobrzycki et al delete a conserved enhancer that drives endothelial expression of the transcription factor Gata2a in Zebrafish and find that it is required for programming of haemogenic endothelium and for maintenance of haematopoietic stem cells in the adult. These data may help understanding Gata2 deficiency syndromes in humans.

## Introduction

Haematopoietic stem cells (HSCs) are the source of all blood produced throughout the lifetime of an organism. They are capable of self-renewal and differentiation into progenitor cells that generate specialised blood cell types. DNA-binding transcription factors are fundamental players in the inception of the haematopoietic system as it develops in the embryo, but also play a crucial role in maintaining homeostasis of the haematopoietic system in the adult organism. They coordinate differentiation, proliferation and survival of haematopoietic cells and ensure their levels are appropriate at all times throughout life. Misexpression of key transcription factors may thus lead to a failure to produce HSCs or, alternatively, to haematopoietic disorders and eventually leukaemia. Therefore, understanding how transcription factors drive the haematopoietic process provides opportunities for intervention when haematopoiesis is dysregulated.

The development of blood occurs in distinct waves: primitive, pro-definitive and definitive, each of them characterised by the generation of blood progenitors in a specific location and restricted in time, where the definitive wave produces multi-lineage self-renewing HSCs^1^. The specification of HSCs initiates in cells with arterial characteristics^2^ and proceeds through an endothelial intermediate, termed the haemogenic endothelium (HE)^3^. In zebrafish and other vertebrates, expression of *runx1* defines the *bona fide* HE population^4,5^. Haematopoietic stem and progenitor cells (HSPCs) emerge from the HE by endothelial-to-haematopoietic transition (EHT), both in zebrafish and in mice^6–8^. They arise between 28 and 48 h post fertilisation (hpf) from the HE in the ventral wall of the dorsal aorta (DA)^9^, the analogue of the mammalian aorta-gonad-mesonephros (AGM)^10^. After EHT, the HSCs enter the bloodstream through the posterior cardinal vein (PCV)^9^ to colonise the caudal haematopoietic tissue (CHT), the zebrafish equivalent of the mammalian foetal liver^11^. Afterwards the HSCs migrate again within the bloodstream to colonise the kidney marrow (WKM) and thymus^9^, the final niche for HSCs, equivalent to the bone marrow in mammals^1^.

Gata2 is a key haematopoietic transcription factor (TF) in development. In humans, *GATA2* haploinsufficiency leads to blood disorders, including MonoMAC syndrome (Monocytopenia, Mycobacterium avium complex) and myelodysplastic syndrome (MDS)^12,13^. While its presentation is variable, MonoMAC syndrome patients always show cytopenias, ranging from mild to severe, and hypocellular bone marrow^13,14^. These patients are susceptible to mycobacterial and viral infections, and have a propensity to develop MDS and Acute Myeloid Leukaemia (AML), with a 75% prevalence and relatively early onset at age 20^13^.

*Gata2* knockout mice are embryonic lethal and die by E10.5^15^. Conditional *Gata2* knockout under the control of the endothelial *VE-cad* promoter abolished the generation of intra-aortic clusters^16^, suggesting that Gata2 is required for HSPC formation. Further studies in the mouse revealed a decrease in HSC numbers in *Gata2* heterozygous mutants, but also a dose-dependency of adult HSCs on Gata2^17^.

*Gata2* expression in the endothelium is regulated by an intronic enhancer element termed the +9.5 enhancer^18,19^. Deletion of this enhancer results in the loss of HSPC emergence from HE, leading to lethality by E14^19^. The same element is also mutated in 10% of all the MonoMAC syndrome patients^12^.

Because of a partial genome duplication during the evolution of teleost fish, numerous zebrafish genes exist in the form of two paralogues, including *gata2*^20^. This provides an opportunity to separately identify the temporally distinct contributions made by each Gata2 orthologue. *Gata2a* and *gata2b* are only 57% identical and are thought to have undergone evolutionary sub-functionalisation from the ancestral vertebrate *Gata2* gene^21,22^. *Gata2b* is expressed in HE from 18hpf and is thought to regulate *runx1* expression in HE^21^. Lineage tracing experiments showed that *gata2b*-expressing HE cells gave rise to HSCs in the adult^21^. Similar to the mouse Gata2, *gata2b* expression depends on Notch signalling and is a *bona fide* marker of HE, currently regarded as the functional ‘haematopoietic homologue’ of Gata2 in zebrafish^21^. By contrast, *gata2a* is expressed in all endothelial cells and in the developing central nervous system^21,23^. Homozygous *gata2a*^*um27*^ mutants showed arteriovenous shunts in the dorsal aorta at 48hpf^24^. However, *gata2a* is expressed at 11hpf in the haemangioblast population in the posterior lateral mesoderm (PLM) that gives rise to the arterial endothelial cells in the trunk^25^, well before *gata2b* is expressed in HE. This suggests that *gata2a* might play a role in endothelial and HE programming and thus help to elucidate an earlier role for Gata2 in HSC development.

Here we show that the *gata2a* locus contains a conserved enhancer in its 4th intron, corresponding to the described +9.5 enhancer in the mouse Gata2 locus^18,19^. Using CRISPR/Cas9 genome editing, we demonstrated that this region, termed the i4 enhancer, is required for endothelial-specific *gata2a* expression. Homozygous mutants (*gata2a*^Δi4/Δi4^ mutants) showed decreased expression of the HE-specific genes *runx1* and *gata2b*. Thus, endothelial expression of *gata2a*, regulated by the i4 enhancer, is required for *gata2b* and *runx1* expression in the HE. Strikingly, their expression recovers and by 48hpf, the expression of haematopoietic markers in *gata2a*^Δi4/Δi4^ mutants is indistinguishable from wild-type siblings. We have demonstrated that this recovery is mediated by an independent input from Notch signalling, sufficient to recover *gata2b* and *runx1* expression in HE and thus HSPC emergence by 48hpf. We conclude that *runx1* and *gata2b* are regulated by two different inputs, one Notch-independent input from Gata2a and a second from the Notch pathway, acting as a fail-safe mechanism for the initial specification of HSPCs in the absence of the input by Gata2a. Despite the early rescue, *gata2a*^Δi4/Δi4^ adults showed increased susceptibility to infections, oedema, a hypocellular WKM and neutropenia, a phenotype resembling key features of GATA2 deficiency syndromes in humans. We conclude that Gata2a is required for HE programming in the embryo and to maintain the steady-state haematopoietic output from adult HSPCs and that this function requires the activity of the i4 enhancer.

## Results

### Analysis of open chromatin regions in the *gata2a* locus

Because Gata2 genes are duplicated in zebrafish, we set out to unpick the different roles Gata2a and Gata2b play during HSC generation and homeostasis by identifying their regulatory regions. Analysis of sequence conservation revealed that one region within the fourth intron of the zebrafish *gata2a* locus was conserved in vertebrates, including mouse and human (Fig. 1a–c). This region, which we termed ‘i4 enhancer’, corresponds to the endothelial +9.5 Gata2 enhancer identified previously in the mouse^18,19^ and human^26^. Notably, the *gata2b* locus did not show broad conservation in non-coding regions (Supplementary Fig. 1a).

**Fig. 1:**
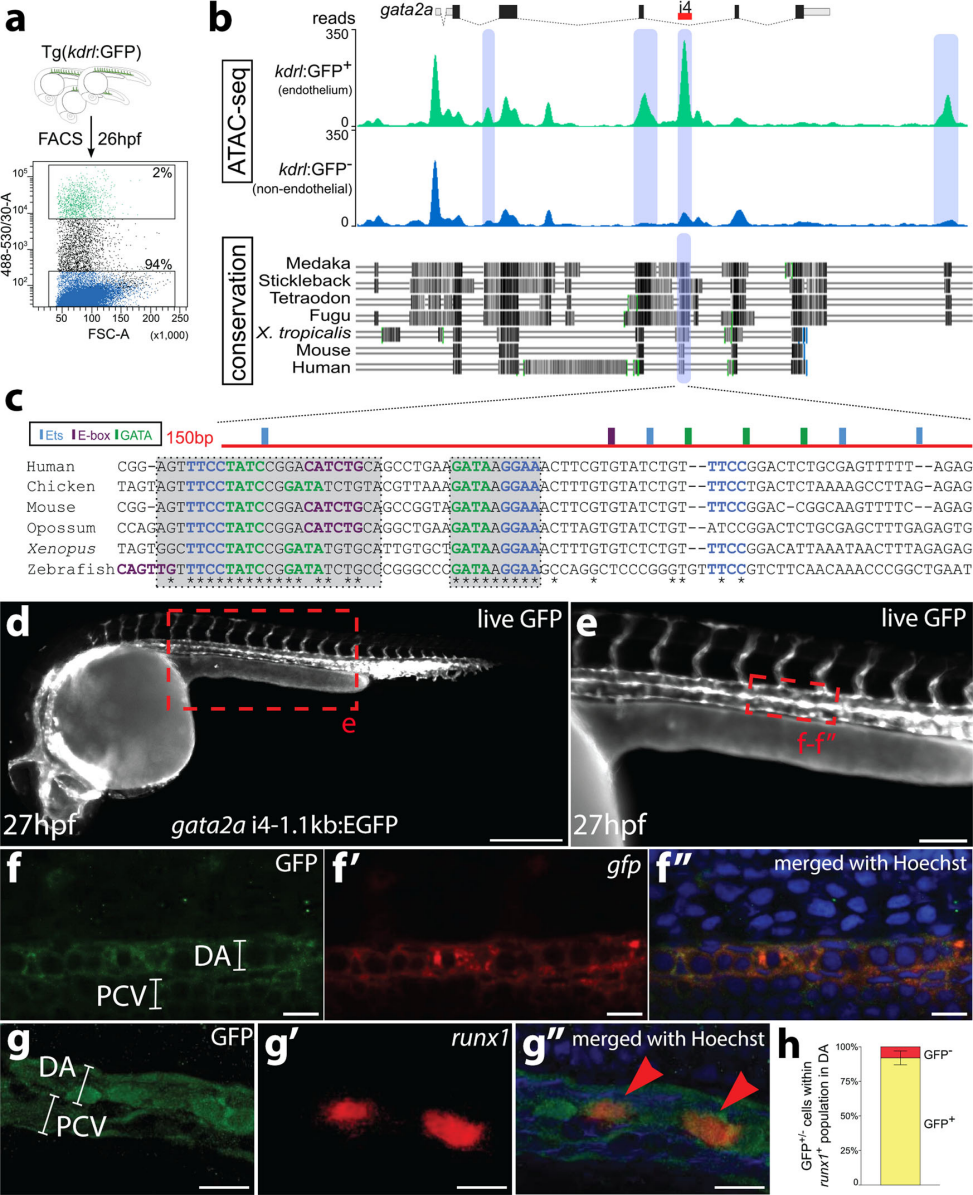
The i4 enhancer in the *gata2a* locus is conserved and drives pan-endothelial expression of a GFP reporter in zebrafish. **a** *Kdrl*:GFP^+^ (green) and *kdrl*:GFP^−^ (blue) cells were FACS-sorted from 26hpf embryos and used for preparation of ATAC-seq libraries. **b** The image of the mapped reads represents stacked means of two biological ATAC-seq replicates. Differential peak analysis identified four chromatin regions (blue shading) in the locus of *gata2a* that are significantly more open in the *kdrl*:GFP^+^ population (*p* < 0.0001). A region in the fourth intron (termed i4 enhancer) is conserved throughout vertebrates. Black and grey shading denotes regions of high conservation between the species analysed. **c** The highly conserved 150 bp region (red) contains putative transcription factor binding sites, mapped computationally. Light blue: Ets binding sites; purple: E-box binding sites; green: GATA binding sites; asterisks: conserved residues. **d** Widefield fluorescent image of a live Tg(*gata2a*-i4-1.1 kb:GFP) zebrafish embryo at 27hpf showing GFP fluorescence in the endothelial cells and in the heart (endocardium). **e** Higher magnification image of the trunk of the embryo from panel **d**. **f**–**f**″ Confocal images of a trunk fragment of a Tg(*gata2a*-i4-1.1 kb:GFP) embryo immunostained with anti-GFP antibody (**f**) and probed for *gfp* mRNA (**f**′) at 25hpf. **f**″ Merged images from panels **f**–**f**′ with Hoechst nuclear staining in blue, showing complete overlap of GFP protein and mRNA. **g**–**g**″ Confocal images of the dorsal aorta (DA) and posterior cardinal vein (PCV) of a Tg(*gata2a*-i4-1.1 kb:GFP) embryo immunostained with anti-GFP antibody (**g**) and probed for *runx1* mRNA (**g**′) at 25hpf. See panel **e** for approximate position within the embryo. **g**″ Merged images from panels **g**–**g’**, also showing Hoechst nuclear staining in blue. **h** Counting of the *runx1*^+^ cells represented in panels **g**′–**g**″ in 25 embryos shows that >90% of *runx1*^+^ cells are also GFP^+^. *N* = 3. Error bars: ± SD. See also Supplementary Fig. 1.

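The peak positions and p-values given here for the *gata2a* locus come from the authors' deposited table of differential ATAC-seq peaks, with Zv9 coordinates. Whether the 4 peaks listed below are the 4 regions shaded in Fig. 1b was not checked against the coordinates of that panel. The gene *gata2a* lies on the minus strand of chromosome 11 from 3909992 to 3922643 and has 6 exons. In the authors' deposited table, 4 peaks that were higher in *kdrl*:GFP+ cells and passed the threshold of 0.0001 fit into a 20 kb window that holds the whole gene. How this window is laid was settled after the peak positions were seen, and within 20 kb of any part of the gene there were 6 such peaks. From the 5′ to the 3′ side of the gene, the authors' deposited table places them at 3919904 to 3921376 (p = 1.54e-05), at 3915580 to 3916252 (p = 3.36e-37), at 3913953 to 3914959 (p = 7.35e-08) and at 3905707 to 3906438 (p = 5.25e-10). Set against the exons, the peak nearest the 5′ end spans exon 3 with parts of introns 2 and 3, the next one spans exon 4 with parts of introns 3 and 4, and the next lies wholly within intron 4, which runs from 3913038 to 3915967. The remaining peak overlaps no part of the gene and ends 3.55 kb beyond its 3′ end. Ranked by p among all 44025 peaks of the authors' deposited table, the peak over exon 4 is number 98, the peak beyond the 3′ end is number 7617, the peak within intron 4 is number 11384 and the peak over exon 3 is number 18221. For the peak over exon 4, *kdrl*:GFP- cells have the lowest concentration given for them at any peak. Its p-value and rank were obtained with that shared value.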

To investigate whether the i4 element was a potentially active enhancer, we first performed ATAC-seq^27^ to identify open chromatin regions in endothelial cells (ECs) in zebrafish. 

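ATAC-seq finds open chromatin by letting a transposase insert sequencing adapters into DNA that is not covered by nucleosomes, so that regions with many inserted fragments stand out as peaks. The *kdrl*:GFP+ and *kdrl*:GFP- libraries were made from 40000 to 50000 sorted cells per sample. Their stage was 26 to 27 hpf by the methods, 26 hpf by the results and 28 hpf by the title of the deposited series. For the genomic DNA control the sample labels give 30000 cells at 28 to 30 hpf. The labels describe this control as tagmented whole-embryo DNA, and the paper's methods as DNA of *kdrl*+ cells without transposase. The sample labels give 3 *kdrl*:GFP+ and 3 *kdrl*:GFP- libraries with 1 genomic DNA control, whereas the paper's comparison used 2 *kdrl*:GFP+ and 4 *kdrl*:GFP- libraries. The paper's reporting summary states that 4 replicates were made and that 2 *kdrl*:GFP+ replicates were removed as outliers. The paper's text does not name which of the labelled libraries were used. The authors trimmed the reads, mapped them to Zv9, called peaks in each sample against the genomic DNA control, kept the peaks common to replicates and compared the groups with DiffBind. Their deposited table lists, for each of 44025 peaks, its position, the nearest RefSeq promoter, the mean concentration in each group (the log2 of the mean normalized reads), the fold and the p-value. The replicates are already pooled in these values, so the spread between libraries, their depth and their separation were not analysed here, and the values have no error of their own. The fold equalled the difference of the group concentrations in every row, so it is a log2 fold of *kdrl*:GFP+ over *kdrl*:GFP- cells. From this table the peaks were counted by fold, p-value and annotation, located against the exons of *gata2a* and *gata2b*, and joined to gene lists through the nearest promoter. For 95.7% of the peaks the RefSeq accession of that promoter gave a current gene symbol in the RefSeq annotation of GRCz12tu, which was used for names only. The lowest concentration was shared by 1499 peaks in *kdrl*:GFP- cells (0.22) and by 1450 peaks in *kdrl*:GFP+ cells (−0.36), and the folds of these peaks rest on that shared value.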

We used a Tg(*kdrl*:GFP) transgenic line that expresses GFP in all endothelium^28^ and isolated the higher GFP-expressing ECs (*kdrl:GFP*^*high*^, termed *kdrl:GFP*^*+*^ for simplicity) as this fraction was enriched for endothelial markers compared to the *kdrl:GFP*^*low*^ fraction (Supplementary Fig. 1b, c). Principal Component Analysis on the ATAC-seq data from 26hpf *kdrl*:GFP^+^ cells (*n* = 2) and *kdrl*:GFP^−^ cells (*n* = 4) revealed strong differences between the open chromatin regions in the two cell populations, further supported by a correlation analysis (Supplementary Fig. 1d–f). 78,026 peaks were found in common between replicates of the ATACseq in *kdrl*:GFP^+^ cells (Supplementary Fig. 1g). 

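Of the 44025 peaks in the authors' deposited table, 19667 (44.7%) had a higher mean concentration in *kdrl*:GFP+ cells and 24358 had a lower one. The median log2 fold in the authors' deposited table was 2.53 among the higher peaks and −2.08 among the lower ones, and the smallest absolute log2 fold was 0.76. Peaks had a median width of 502 bp, with quartiles of 385 and 707 bp, and lay at a median distance of 41.8 kb from the nearest promoter. With the threshold of 0.0001 from the legend of Fig. 1b in place of 0.05, 21823 peaks remained in the authors' deposited table, of which 11269 were higher and 10554 lower in *kdrl*:GFP+ cells.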

44,025 peaks were differentially expressed between the *kdrl:GFP*^*+*^ and *kdrl*:GFP^−^ fractions (Supplementary Fig. 1h). An analysis of known motifs present in the *kdrl:GFP*^*+*^ population revealed an enrichment for the ETS motif (Supplementary Fig. 1i). ETS factors are essential regulators of gene expression in endothelium^29^. In addition, we performed gene ontology (GO) term analysis on the peaks showing >3-fold enrichment or depletion in ECs (Supplementary Fig. 1j–l). 

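In the authors' deposited table, 7854 peaks had a fold above 3 and 5842 a fold below −3. Because the fold is a log2 value, these are peaks that differ at least 8-fold in mean concentration. At a linear 3-fold difference, a log2 fold of 1.58, the numbers were 15535 enriched and 17297 depleted peaks. Among the peaks with a fold above 3, 1352 (17.2%) sat at the lowest concentration in *kdrl*:GFP- cells, and 1290 (22.1%) of the peaks with a fold below −3 sat at the lowest concentration in *kdrl*:GFP+ cells. The 5 largest positive and the 5 most negative folds all belong to such peaks. The largest, in the authors' deposited table, was a log2 fold of 10.69 for an intergenic peak on chromosome 4 of Zv9 (8644178 to 8645754) near *cdnf*. It was followed in the authors' deposited table by peaks with the nearest promoter *plk2b* (10.63), *camsap1b* (9.88), *flt1* (9.84) and *crip2* (9.80). The nearest promoter need not be that of the gene that holds the peak. The peak named after *camsap1b* lies 54.3 kb from that promoter, in an intron by the authors' annotation. Whether this intron belongs to *camsap1b* was not checked. Of the peaks nearest to these genes, all 3 for *cdnf*, all 9 for *plk2b* and all 11 for *flt1* were higher in *kdrl*:GFP+ cells, as were 4 of 5 for *crip2* and 2 of 5 for *camsap1b*. On the depleted side, the authors' deposited table gives log2 folds of −9.02 near *gpatch4*, −8.93 near *nr2e1*, −8.60 with *def8* as the nearest promoter and −8.59 near *fzd5* and *klf17*, each against the lowest concentration in *kdrl*:GFP+ cells. The *def8* promoter is 219 kb from its peak. All 9 peaks nearest to *nr2e1* were lower in *kdrl*:GFP+ cells, as were 9 of 11 for *fzd5*, 5 of 7 for *gpatch4*, 6 of 13 for *def8* and 3 of 7 for *klf17*.

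**Figure D1:**
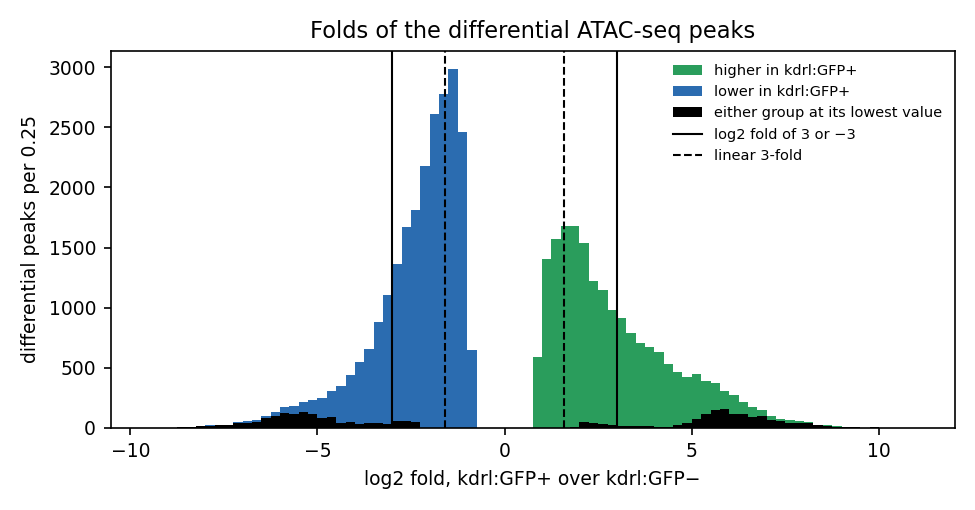
Number of differential peaks (y axis) by log2 fold of *kdrl*:GFP+ over *kdrl*:GFP- cells (x axis, bins of 0.25), green where higher and blue where lower in *kdrl*:GFP+ cells; black bars are peaks with either group at its lowest concentration. Solid lines mark a log2 fold of 3 and −3, beyond which 7854 and 5842 peaks lie, and dashed lines a linear 3-fold difference.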

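Gene lists stood in for the GO terms: 60 endothelial and 76 neural genes, chosen before the data were examined, of which 49 and 73 were the nearest promoter of at least 1 differential peak. Of the 49 endothelial genes, 45 (91.8%) had a peak with a log2 fold above 3, against 46.5% of the other genes among the 9248 with any differential peak (odds ratio 13.0, two-sided Fisher's exact test, p = 2.38e-11, 4.75e-11 after Benjamini-Hochberg adjustment over 4 tests). Of the 73 neural genes, 62 (84.9%) had a peak with a log2 fold below −3, against 31.9% of the other genes (odds ratio 12.0, two-sided Fisher's exact test, p = 1.43e-20, adjusted p = 5.70e-20). In the opposite direction, 18 of the endothelial genes had a depleted peak (odds ratio 1.22, two-sided Fisher's exact test, p = 0.541, adjusted p = 0.541) and 15 of the neural genes an enriched peak (odds ratio 0.293, two-sided Fisher's exact test, p = 4.73e-06, adjusted p = 6.31e-06). Counting peaks in place of genes moved the odds ratios most, to 2.69 for endothelial genes and enriched peaks and 2.83 for neural genes and depleted peaks. Over all differential peaks, 312 of the 495 nearest to endothelial genes (63.0%) and 101 of the 799 nearest to neural genes (12.6%) were higher in *kdrl*:GFP+ cells. Genes are not independent replicates, and genes without a differential peak were not part of these tests. The endothelial and neural genes had a median of 8 and 10 differential peaks, against 3 for the other genes, and a gene with more peaks reaches a threshold more easily. A listed gene was found by the symbol printed in the table or by its current symbol, a rule settled after a first run with current symbols alone, which had given an odds ratio of 12.1 for the endothelial and 11.6 for the neural genes.

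Among the endothelial and haematopoietic genes that the paper studies, all 8 peaks nearest to *fli1a* were higher in *kdrl*:GFP+ cells, as were 9 of 10 for *kdrl*, 10 of 11 for *runx1*, 8 of 9 for *flt4*, 11 of 15 for *dll4*, 5 of 7 for *itga2b* and 17 of 28 for *efnb2a*. The direction was mixed or mostly lower for *dld* (2 of 10 higher), *ephb4a* (1 of 3), *myb* (1 of 3) and *gata2a* (7 of 14). The largest log2 fold in the authors' deposited table was 8.82 for *fli1a*, in intron 1 (chromosome 18, 46994548 to 46995606), and 7.08 for *kdrl*, in exon 21 (chromosome 14, 33861780 to 33862705). For the other genes the largest log2 fold in the authors' deposited table was 6.61 (*dll4*), 6.44 (*flt4*), 6.24 (*efnb2a*), 4.30 (*myb*) and 3.82 (*ephb4a*). Against the lowest concentration in *kdrl*:GFP- cells it was 7.17 for *dld*, 6.40 for *runx1* and 5.58 for *itga2b*. Several of these peaks are intergenic and linked to the gene only as its nearest promoter. Their distance from it was 507 kb for *efnb2a*, 147 kb for *itga2b*, 90.7 kb for *dll4* and 66.9 kb for *runx1*. It was 35.0 kb for *dld* and 25.5 kb for *myb*.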

As expected, non-ECs showed a broad range of GO terms whereas EC-enriched peaks were associated with terms like angiogenesis or blood vessel development (Supplementary Fig. 1k, l).

Differential peak analysis in the *gata2a* locus identified four differentially open sites within a 20 kb genomic region (Fig. 1b), including one peak in intron 4 corresponding to the predicted i4 enhancer. It contained a core 150 bp-long element that included several binding motifs for the GATA, E-box and Ets transcription factor families (Fig. 1b). 

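In the authors' deposited table, the peak that lies wholly within intron 4 of *gata2a* had a mean concentration of 9.45 in *kdrl*:GFP+ and 6.71 in *kdrl*:GFP- cells, a log2 fold of 2.74, which is 6.69-fold. The peak over exon 4, which the authors' deposited table also annotates to intron 4, had a mean concentration of 8.38 in *kdrl*:GFP+ cells and the lowest concentration in *kdrl*:GFP- cells, on which its log2 fold of 8.16 rests. In Fig. 1b, by contrast, the track of *kdrl*:GFP- cells shows a signal at exon 4. The log2 fold in the authors' deposited table was 1.95 for the peak over exon 3 and 2.53 for the peak beyond the 3′ end. The 2 higher peaks that lie outside the window and within 20 kb of the gene are both upstream of the promoter. The authors' deposited table places these at 3937522 to 3938420 (log2 fold 3.91, p = 1.49e-05) and at 3938563 to 3939319 (log2 fold 3.38, p = 1.41e-05). A single peak of the authors' deposited table in this range was lower in *kdrl*:GFP+ cells, 8.46 kb beyond the 3′ end at 3901233 to 3901528 (log2 fold −3.43, p = 6.30e-06). With the nearest promoter at any distance as the criterion, 14 peaks belonged to *gata2a*, 7 of them higher, all with p below 0.0001, and 7 lower in *kdrl*:GFP+ cells.

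**Figure D2:**
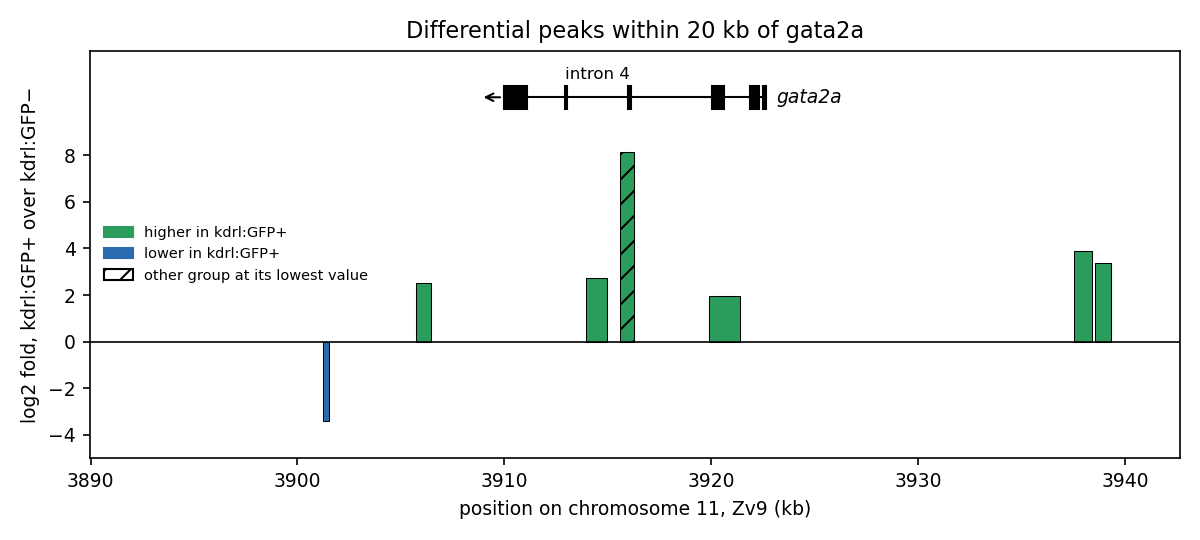
Log2 fold of *kdrl*:GFP+ over *kdrl*:GFP- cells (y axis) of the 7 differential peaks within 20 kb of *gata2a*, drawn to scale along chromosome 11 of Zv9 (x axis, kb), with the 6 exons above as black boxes and an arrow for the direction of transcription. Green bars are higher and blue bars lower in *kdrl*:GFP+ cells; the hatched bar over exon 4, at 8.16, has *kdrl*:GFP- cells at their lowest concentration.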

Although the positioning of the E-box site relative to the adjacent GATA site differs in zebrafish and mammals (Fig. 1b, c), the necessary spacer distance of ~9 bp between the two sites^30^ was conserved. Thus, this site may be a target for TF complexes containing an E-box-binding factor and a GATA family TF.

Thus, the intronic enhancer (i4) identified in the zebrafish *gata2a* locus is accessible to transposase in endothelial cells and contains highly conserved binding sites for key haematopoietic transcription factors, suggesting that genetic regulation of *gata2a* expression in zebrafish HE is a conserved feature of vertebrate *gata2* genes.

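The peak within intron 4 was among the differential peaks with the highest concentration in endothelial cells. Its mean concentration in *kdrl*:GFP+ cells exceeded that of 97.7% of the 44025 peaks in the authors' deposited table. Of these, 24358 were lower in *kdrl*:GFP+ cells. The peak within intron 4 is also 1007 bp wide, against a median of 502 bp, and the concentrations are not stated to be scaled by width. Its fold was near the middle of the peaks that were higher in *kdrl*:GFP+ cells, above 54.9% of them. The conserved i4 element itself was not located in Zv9 here, and the peak over exon 4 also covers part of intron 4. From the accessibility of the i4 region in *kdrl*:GFP+ cells, together with the conserved binding sites within it, the paper proposes that regulation of *gata2a* in the haemogenic endothelium is a conserved feature of vertebrate *gata2* genes.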

### The *gata2a*-i4 enhancer drives GFP expression in endothelium

To investigate the activity of the *gata2a*-i4 enhancer in vivo, the conserved genomic 150 bp region (Fig. 1b, c), together with flanking ±500 bp (*gata2a*-i4-1.1 kb:GFP) or ±150 bp (*gata2a*-i4-450 bp:GFP) was cloned into a Tol2-based reporter E1b:GFP construct^31^ and used to generate stable transgenic lines (Supplementary Fig. 2). The earliest activity of the enhancer was observed at the 14-somite stage (14ss), when *gfp* mRNA was detected in the PLM (Supplementary Fig. 2a, b). After 22hpf, the reporter signal was pan-endothelial (Fig. 1d–e, Supplementary Fig. 2c–i). Around 27hpf, higher intensities of GFP fluorescence and correspondingly higher levels of *gfp* mRNA were visible in the floor of the DA (Fig. 1d–e, Supplementary Fig. 2e–h). While the GFP protein was still visible in the vasculature around 3dpf, it was likely carried over from earlier stages, since the *gfp* mRNA was not detectable any more (Supplementary Fig. 2i, j). We focussed our subsequent analysis on the *gata2a*-i4-1.1 kb:GFP transgenics as they showed stronger expression of the transgene. At 25hpf, the expression of GFP protein and *gfp* mRNA overlapped completely in the endothelial cells of the DA (Fig. 1f–f″). Overall, these data confirm that the i4 enhancer is active in vivo in endothelial cells at the correct time to regulate definitive haematopoiesis. The endothelial activity of the corresponding +9.5 enhancer was also observed in mouse embryos^18^, indicating functional conservation of the *gata2a*-i4 enhancer across vertebrates.

To further characterise the enhancer activity in vivo, Tg(*gata2a*-i4-1.1 kb:GFP) embryos were stained for *gata2a* mRNA and for GFP protein (Supplementary Fig. 2k–o). We found a large overlap between *gata2a*^+^ and GFP^+^ cells at 30hpf in the DA, with a small proportion of GFP^+^ cells that did not express *gata2a* mRNA (<5%, Supplementary Fig. 2o). This could suggest that some cells require activity of other endothelial enhancers to trigger transcription of *gata2a* or that *gfp* mRNA has a longer half-life than *gata2a* mRNA. Importantly, the GFP signal was absent in *gata2a*-expressing neural cells (Supplementary Fig. 2l–n), indicating that the i4 enhancer is specifically active in (haemogenic) endothelial cells.

Next we examined the expression of the HE marker *runx1*^4^ in *gata2a*-i4-1.1 kb:GFP embryos at 25hpf. At this stage, over 90% of *runx1*^+^ cells were GFP^+^ (Fig. 1g–h). We conclude that the GFP expression under the *gata2a*-i4 enhancer marks the majority of the HE population.

### Endothelial *gata2a* required *gata2a*-i4 enhancer activity

To investigate whether endothelial-specific expression of *gata2a* is required for definitive haematopoiesis, we deleted the conserved *gata2a*-i4 enhancer using CRISPR/Cas9 genome editing^32^. We generated a deletion mutant lacking 231 bp of the i4 enhancer (Supplementary Fig. 3a–c) and named it *gata2a*^Δi4/Δi4^. Homozygous *gata2a*^Δi4/Δi4^ mutants showed decreased levels of *gata2a* expression in endothelial cells when compared to wild-type embryos (Fig. 2a, b). By contrast, *gata2a* expression in the neural tube appeared unaffected in the *gata2a*^Δi4/Δi4^ mutants (Fig. 2a, b). At 28hpf, expression of the pan-endothelial marker *kdrl* was indistinguishable between wild-type and *gata2a*^Δi4/Δi4^ mutants (Fig. 2c, d). To verify these results, we crossed homozygous *gata2a*^Δi4/Δi4^ mutants to Tg(*kdrl*:GFP) transgenics and analysed vascular morphology. *Gata2a*^Δi4/Δi4^ embryos showed no gross vascular abnormalities at 48hpf as assessed by the expression of the Tg(*kdrl*:GFP) transgene (Fig. 2e, f).

**Fig. 2:**
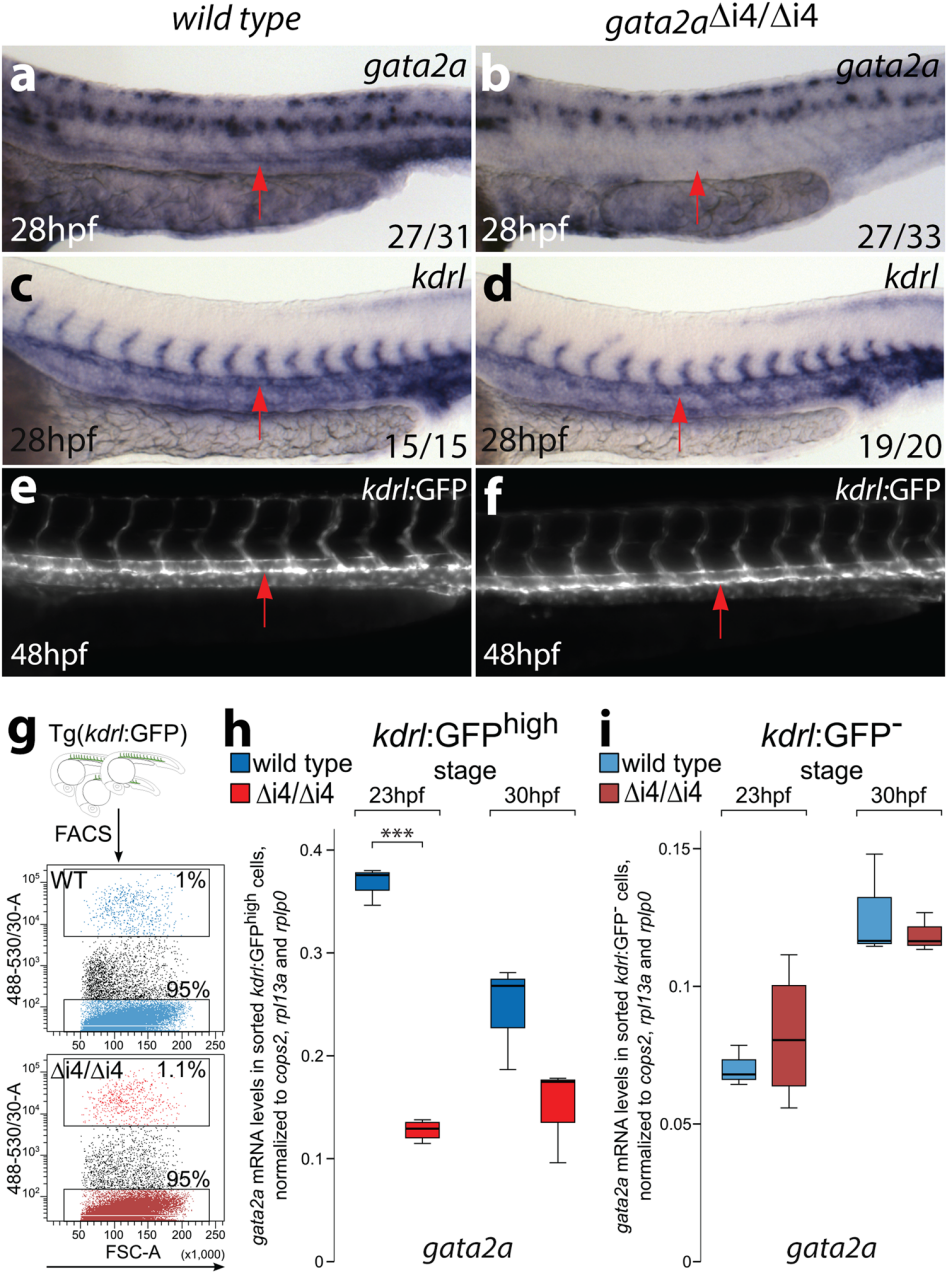
Deletion of the i4 enhancer in *gata2a*^Δi4/Δi4^ mutants leads to reduced levels of *gata2a* mRNA in the endothelium. **a, b** A significant majority of *gata2a*^Δi4/Δi4^ mutants have reduced levels of *gata2a* mRNA in the dorsal aorta (arrows) at 28hpf, compared to wild-type siblings, as detected with in situ hybridization. (*Χ*^2^ = 10.720, d.f. = 1, *p* < 0.01). The expression in the neural tube appears unaffected. **c, d** In situ hybridization for the endothelial marker *kdrl* at 28hpf reveals no difference between *gata2a*^Δi4/Δi4^ mutants and wild-type siblings. The dorsal aorta (arrows) appears unaffected. **e, f** Live images of the trunks of 48hpf Tg(*kdrl*:GFP) and Tg(*kdrl*:GFP); *gata2a*^Δi4/Δi4^ embryos show normal vascular morphology in the mutants. The endothelium of the dorsal aorta (arrows) appears normal in the *gata2a*^Δi4/Δi4^ embryos. **g** *Kdrl*:GFP^high^ and *kdrl*:GFP^−^ cells were sorted from non-mutant (WT, blue) and *gata2a*^Δi4/Δi4^ (red) embryos carrying the Tg(*kdrl*:GFP) transgene. **h, i** qRT-PCR on RNA isolated from the sorted *kdrl*:GFP^high^ or *kdrl*:GFP- cells (panel **g**) shows decreased levels of *gata2a* mRNA in the endothelium of *gata2a*^Δi4/Δi4^ mutants at 23hpf (*t* = 20.026,d.f. = 5, *p* < 0.001) compared to wild-type. At 30hpf this difference is not statistically significant (*t* = 2.146, d.f. = 4, *p* = 0.098). There is no difference in *gata2a* mRNA levels in non-endothelial cells between wild-type and *gata2a*^Δi4/Δi4^ mutants (23hpf: t = 0.69, d.f. = 5, *p* > 0.5; 30hpf: t = 0.618, d.f. = 4, *p* > 0.5). N = 4 for *gata2a*^Δi4/Δi4^ at 23hpf, *N* = 3 for other samples. Note different scales of expression levels. ***p < 0.001. See also Supplementary Fig. 2.

Next, we isolated endothelial cells from Tg(*kdrl*:GFP) and Tg(*kdrl*:GFP); *gata2a*^Δi4/Δi4^ embryos by FACS (Fig. 2g) at 23hpf and 30hpf and confirmed by qRT-PCR that the endothelial markers *kdrl, dld* and *dll4* were unaffected in *gata2a*^Δi4/Δi4^ embryos (Supplementary Fig. 3d–f). The arterial marker *efnb2a*^33^ was decreased at 23hpf in *gata2a*^Δi4/Δi4^ mutants but recovered by 30hpf (Supplementary Fig. 3g). In addition, *gata2a* was significantly decreased in the *kdrl*:GFP^+^ ECs in 23hpf *gata2a*^Δi4/Δi4^ embryos compared to wild types (Fig. 2h). At 30hpf this decrease was not statistically significant. This was likely due to a decrease in expression of *gata2a* that appears to occur in wild-type ECs during development, whereas *gata2a* expression in mutants remained low (Fig. 2h). Importantly, there was no difference in *gata2a* expression in the non-endothelial population (*kdrl*:GFP^−^ cells) between wild-type and *gata2a*^Δi4/Δi4^ mutants at either 23 hpf or 30hpf (Fig. 2i). Altogether, these data suggest that genomic deletion of the *gata2a*-i4 enhancer is sufficient to reduce expression of *gata2a* specifically in endothelium.

### Gata2a regulates *runx1* and *gata2b* in haemogenic endothelium

To investigate a potential role of *gata2a* in HSC development, we compared the expression of *runx1*, the key marker of HE in zebrafish^4^, in wild-type and *gata2a*^Δi4/Δi4^ embryos. Quantitative in situ hybridization (ISH) analysis^34^ showed that *runx1* expression was decreased in *gata2a*^Δi4/Δi4^ embryos at 24hpf (Supplementary Fig. 4a–c) and 28hpf compared to wild-type siblings (Fig. 3a–c). Further analysis in *kdrl*:GFP^+^ ECs showed that this decrease in *runx1* expression was already detectable at 23hpf in *gata2a*^Δi4/Δi4^ mutants (Fig. 3d), at the onset of its expression in HE^35^. Thus, deletion of the *gata2a*-i4 enhancer results in impaired *runx1* expression in the early stages of HE programming. This correlates well with decreased *runx1* expression levels in +9.5^−/−^ mouse AGM explants^19^, further supporting the critical evolutionary role of the intronic enhancer of *Gata2* in HSC specification.

**Fig. 3:**
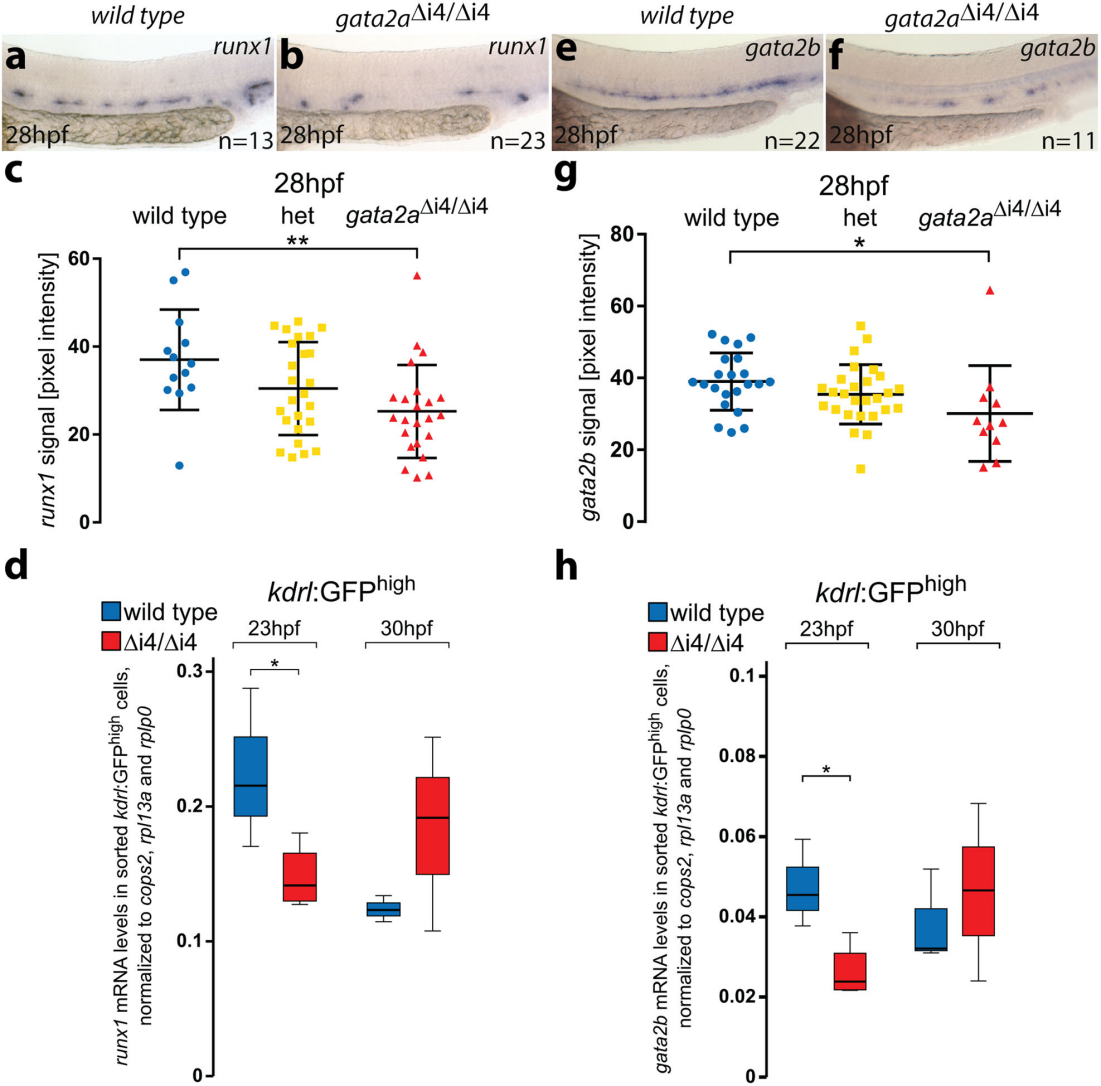
Loss of *gata2a* expression in the endothelium of *gata2a*^Δi4/Δi4^ mutants leads to decreased levels of *runx1* and *gata2b* in the HE. **a, b** In situ hybridization for *runx1* expression in the HE of wild-type and *gata2a*^Δi4/Δi4^ embryos at 28hpf. **c** Quantification of the *runx1* in situ hybridization signal from wild-type (blue), heterozygous *gata2a*^+/Δi4^ (het, yellow) and *gata2a*^Δi4/Δi4^ (red) siblings at 28hpf shows significant decrease in *runx1* pixel intensity in the DA in the homozygous mutants compared to wild-type (*µ*_wt_ = 34.8, *µ*_mut_ = 25.3; *F* = 4.956, d.f. = 2, 58; ANOVA),**p < 0.01. n = 14, wild-type; *n* = 25, het; *n* = 23, *gata2a*^Δi4/Δi4^. Error bars: mean ± SD. **d** qRT-PCR on RNA isolated from the sorted *kdrl*:GFP^+^ cells shows decreased levels of *runx1* mRNA in the endothelium of *gata2a*^Δi4/Δi4^ mutants at 23hpf (*t* = 2.585, d.f. = 5, *p* < 0.05) but not at 30hpf (t = 1.326, d.f. = 4, *p* > 0.2), compared to wild-type. *N* = 4 for *gata2a*^Δi4/Δi4^ at 23hpf, *N* = 3 for other samples. Note different scales of expression levels. *p < 0.05. **e, f** *Gata2b* expression in the HE of wild-type and *gata2a*^Δi4/Δi4^ embryos at 28hpf. **g** Quantification of the *gata2b* mRNA signal, detected by in situ hybridization, from wild-type (blue), heterozygous *gata2a*^+/Δi4^ (het; yellow) and *gata2a*^Δi4/Δi4^ (red) siblings at 28hpf shows significant decrease in *gata2b* pixel intensity in the DA in the homozygous mutants compared to wild-type (*µ*_wt_ = 39, *µ*_mut_ = 30.1; *F* = 5.05, d.f. = 2, 54; ANOVA*)*, *p < 0.05. *n* = 22, wild-type; *n* = 24, het; *n* = 11, *gata2a*^Δi4/Δi4^. Error bars: mean ± SD. **h** qRT-PCR in sorted *kdrl*:GFP^+^ cells showed decreased levels of *gata2b* mRNA in the endothelium of *gata2a*^Δi4/Δi4^ mutants at 23hpf (*t* = 3.334, d.f. = 5, *p* < 0.05) but not at 30hpf (t = 0.373, d.f. = 4, *p* > 0.7), com*p*ared to wild-type. *N* = 4 for *gata2a*^Δi4/Δi4^ at 23hpf, *N* = 3 for other samples. *p < 0.05. See also Supplementary Figs. 3 and 4.

Next, we tested whether Gata2a could act upstream of *gata2b* by measuring its expression in *gata2a*^Δi4/Δi4^ embryos. Quantitation of the ISH signal showed that *gata2b* expression was decreased in *gata2a*^Δi4/Δi4^ embryos compared to wild-type siblings at 26hpf (Supplementary Fig. 4d) and 28hpf (Fig. 3e–g), but recovered to wild-type levels by 30hpf (Supplementary Fig. 4e). Accordingly, *kdrl*:GFP^+^; *gata2a*^Δi4/Δi4^ cells express significantly lower levels of *gata2b* mRNA than the wild-type *kdrl*:GFP^+^ endothelial population at 23hpf, but not at 30hpf (Fig. 3h). These data suggest that endothelial expression of *gata2a* is required upstream of *gata2b* and *runx1* for the proper specification of HE, uncovering a previously unrecognized role for Gata2a in definitive haematopoiesis.

### Recovery of embryonic HSC activity in *gata2a*^Δi4/Δi4^ mutants

The qPCR analysis in sorted *kdrl*:GFP^+^; *gata2a*^Δi4/Δi4^ and wild-type *kdrl*:GFP^+^ ECs (Fig. 3d) already suggested a recovery of *runx1* expression from 30hpf. Of note, the *kdrl*:GFP^+^ population likely includes the *kdrl*^+^, *runx1*-expressing erythromyeloid progenitors (EMPs) located in the caudal region^36^. This region was not included in the quantification of ISH but cannot be separated by sorting for *kdrl*:GFP^+^ and could thus explain the discrepancy between image quantification and qRT-PCR. To further characterize the haematopoietic phenotype in the *gata2a*^Δi4/Δi4^ mutants, we tested whether expression of markers of haematopoietic activity in the embryo was affected from 48hpf onwards (Fig. 4).

**Fig. 4:**
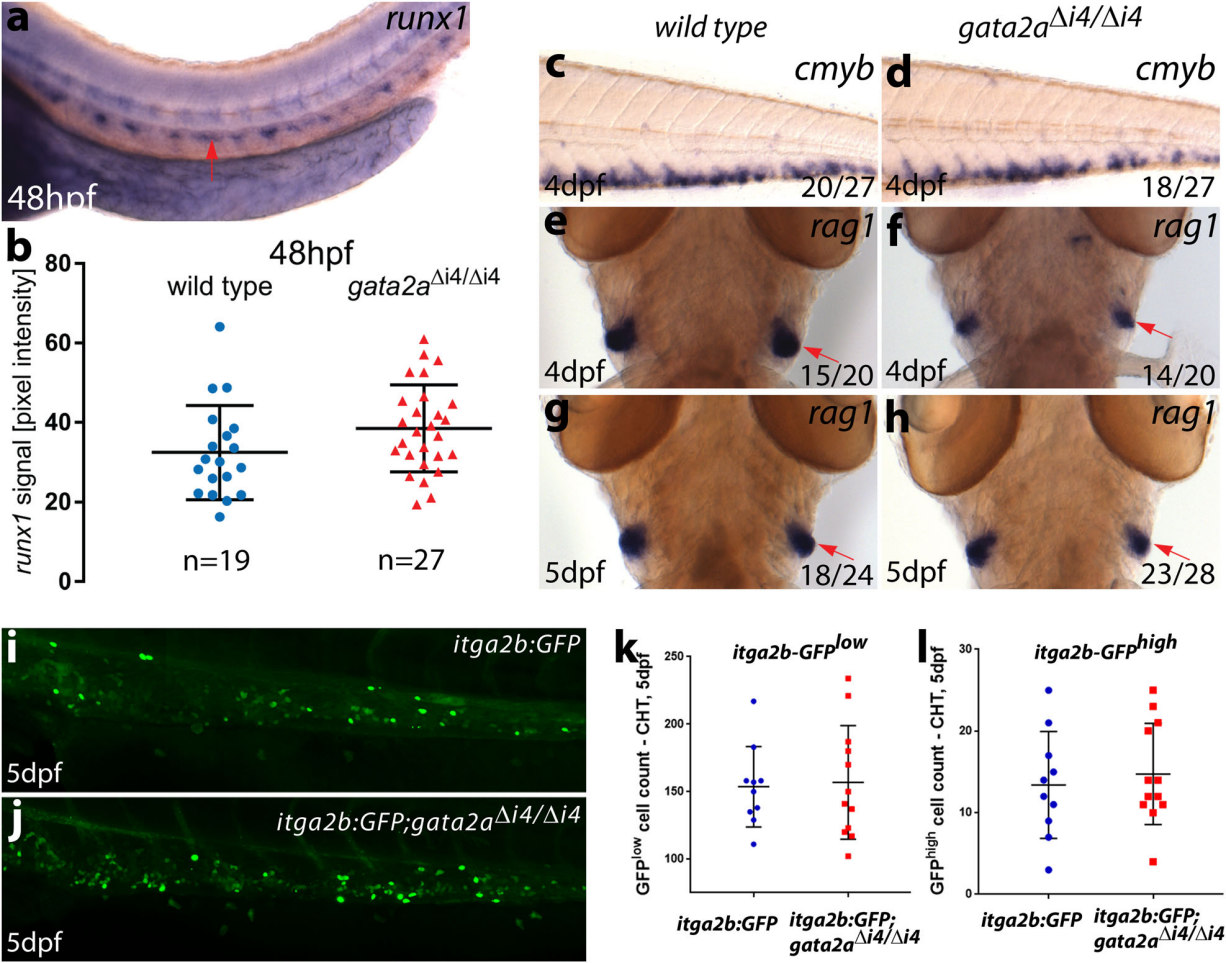
*Gata2a*^Δi4/Δi4^ mutants display a recovery of the initial haematopoietic defects from 48hpf. **a** Representative image of *runx1* expression in the trunk of a wild-type embryo at 48hpf showing *runx1* mRNA in the dorsal aorta (arrow). **b** Quantification of the *runx1* in situ hybridization signal in wild-type (blue) and *gata2a*^Δi4/Δi4^ mutants (red) siblings at 48hpf. There is no significant difference in *runx1* pixel intensity in the DA between the homozygous mutants and wild-type (*µ*_wt_ = 33.1, *µ*_mut_ = 37.5, *t* = 1.410, d.f. = 44, *p* = 0.17. *n* = 19, wild-type; *n* = 27, *gata2a*^Δi4/Δi4^). Error bars: mean ± SD. **c, d** In situ hybridization for *cmyb* in the CHT. We detected no difference in expression between wild-type and *gata2a*^Δi4/Δi4^ siblings at 4dpf. (**e**–**h**) In situ hybridization (ventral view) for *rag1* in the thymii, showing a slight decrease (relative to wild-type) in *rag1* (red arrows) in approximately half of the homozygous mutant embryos at 4dpf. This effect is absent at 5dpf. (**i, j**) Maximum projections of *itga2b*:GFP transgenic embryos in the CHT at 5dpf in **i** wild-type and **j** *gata2a*^Δi4/Δi4^ siblings. **k** HSPC (*itga2b*:GFP^low^) counts in the CHT of wild-type (*n* = 10) and *gata2a*^Δi4/Δi4^ mutants (*n* = 12) at 5dpf. No difference was detected between genotypes (μ_wt_ = 153.5; μ_mut_ = 145.5; *p* = 0.98, Mann-Whitney test). **l** Thrombocyte (*itga2b*:GFP^high^) counts in the CHT of wild-type (*n* = 10) and *gata2a*^Δi4/Δi4^ mutants (*n* = 12) at 5dpf. No difference was detected between genotypes (μ_wt_ = 13; μ_mut_ = 13; *p* = 0.71, Mann-Whitney test). Error bars: median ± SD.

At 48hpf, the expression of *runx1* in the DA showed no significant difference between *gata2a*^Δi4/Δi4^ mutants and wild-type controls (Fig. 4a, b). These data suggest that the decrease of *runx1* expression at early stages of HE programming in *gata2a*^Δi4/Δi4^ mutants is transient and recovers by 2dpf. Indeed, analysis of the HSPC marker *cmyb*^11^ in the CHT at 4dpf showed no differences between *gata2a*^Δi4/Δi4^ and wild-type larvae (Fig. 4c, d). Expression of the T-cell progenitor marker *rag1* in the thymus^37^ showed that around half of the *gata2a*^Δi4/Δi4^ larvae had reduced *rag1* expression at 4dpf compared to wild-type (Fig. 4e, f). This effect was absent at 5dpf (Fig. 4g, h), suggesting that HSPC activity was normal in *gata2a*^Δi4/Δi4^ mutants from 4dpf onwards. Next, we crossed the *gata2a*^Δi4/Δi4^ mutants to Tg(*itga2b*:GFP) transgenics, where *itga2b*-GFP^high^ and *itga2b*-GFP^low^ cells in the CHT mark thrombocytes and HSPCs, respectively^9,38^. Our analysis revealed no difference in *itga2b*-GFP^low^ HSPC or *itga2b*-GFP^high^ thrombocyte numbers in the CHT region at 5dpf between wild-type and *gata2a*^Δi4/Δi4^ mutants (Fig.4i–l). Taken together, our data suggest that endothelial *gata2a* expression mediated by the i4 enhancer is required for the initial expression of *gata2b* and *runx1* in the HE but largely dispensable after 2dpf.

### Notch recovers haematopoiesis in *gata2a*^Δi4/Δi4^ mutants

The recovery of *gata2b* expression by 30hpf (Fig. 3h, Supplementary Fig. 4e) coincides temporally with the observed decrease in *gata2a* in wild-type endothelial cells (Fig. 2h). Thus, we reasoned that other regulators of *gata2b* might compensate for the lack of endothelial *gata2a* in *gata2a*^Δi4/Δi4^ mutants and thus lead to a recovery of the initial haematopoietic phenotype. Therefore, we investigated whether the loss of *gata2b* in *gata2a*^Δi4/Δi4^ background resulted in a more severe haematopoietic phenotype than observed in the *gata2a*^Δi4/Δi4^ mutants. For this, we injected *gata2a*^Δi4/Δi4^ and wild-type controls with a suboptimal amount (7.5 ng) of a *gata2b* morpholino oligonucleotide (MO)^21^. Quantitative ISH analysis confirmed that this amount of *gata2b* MO had no effect on *runx1* expression at 32hpf (Fig. 5a, b). As expected, *runx1* expression in *gata2a*^Δi4/Δi4^ embryos was significantly reduced compared to wild-type siblings (Fig. 5a, b). *Gata2b* knockdown in *gata2a*^Δi4/Δi4^ embryos further reduced *runx1* expression (Fig. 5a, b). To test whether this stronger reduction of *runx1* at 32hpf affected later stages of embryonic haematopoiesis, we assessed *cmyb* expression in the CHT at 4dpf (Fig. 5c). We scored *cmyb* expression levels as ‘wild-type’ or ‘reduced’ and found that the ‘reduced’ embryos were substantially overrepresented in the *gata2a*^Δi4/Δi4^ mutants injected with the *gata2b* MO, compared to wild-type fish and non-injected *gata2a*^Δi4/Δi4^ siblings (Fig. 5c).

**Fig. 5:**
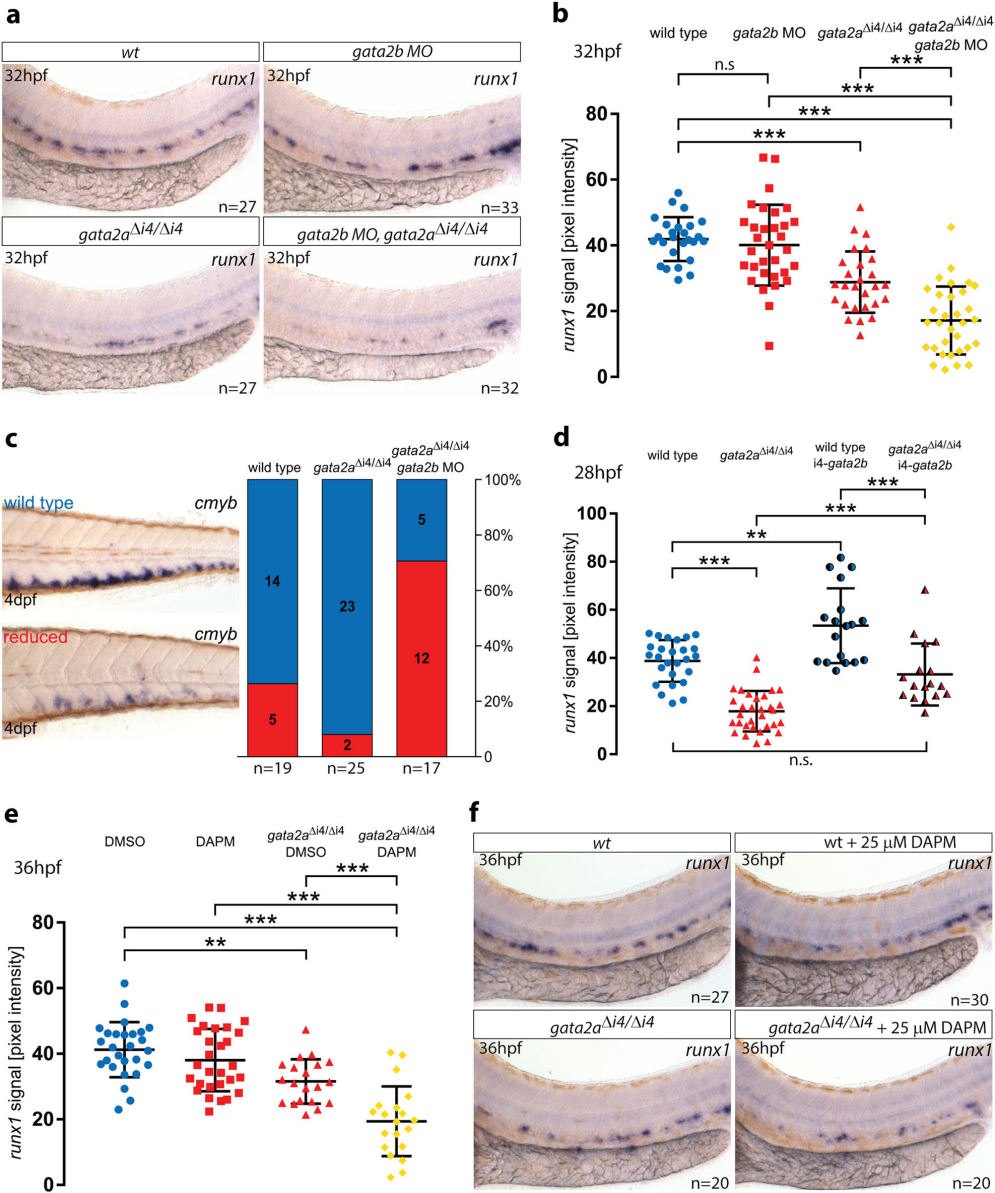
*Gata2b* and Notch signalling are sufficient to recover haematopoietic markers in *gata2a*^Δi4/Δi4^ mutants. **a** Expression of *runx1* in HE at 32hpf in wild-type (wt), *gata2b MO*-injected (7.5 ng) wt embryos, *gata2a*^Δi4/Δi4^ mutants and *gata2b MO*-injected (7.5 ng) *gata2a*^Δi4/Δi4^ mutants. **b** Quantification of the *runx1* in situ hybridization (ISH) signal in wt, *gata2b* morphants, *gata2a*^Δi4/Δi4^ mutants and *gata2a*^Δi4/Δi4^ mutants injected with *gata2b* MO. *runx1* expression is decreased in *gata2a*^Δi4/Δi4^ mutants (*µ*_wt_ = 41.9, *µ*_mut_ = 28.9; *F* = 44.641, d.f. = 3, 62.3; *p* < 0.001). *Gata2b MO* knockdown significantly decreases *runx1* in the DA of *gata2a*^Δi4/Δi4^mutants (*µ*_mut_ = 28.9, *µ*_mut+MO_ = 17.2), but not wt embryos at 32hpf (*µ*_wt_ = 41.9, *µ*_MO_ = 40.1; *p* = 0.89, *p* = 0.89, Games-Howell post-hoc test, Welch’s ANOVA). n = 27, wt; *n* = 27, *gata2a*^Δi4/Δi4^; *n* = 33, wt + *gata2b* MO; *n* = 32, *gata2a*^Δi4/Δi4^ + *gata2b* MO. **c** Scoring *cmyb* expression at 4dpf in wt, *gata2a*^Δi4/Δi4^ mutants and *gata2a*^Δi4/Δi4^ mutant embryos injected with *gata2b* MO as wt (blue) or reduced (red). *Gata2b MO* knockdown (7.5 ng) inhibits the haematopoietic recovery of *gata2a*^Δi4/Δi4^ mutants. (*Χ*^2^ = 18.784, d.f. = 2, *p* < 0.001). **d** Quantification of the *runx1* ISH signal, from 28hpf wt embryos (blue), *gata2a*^Δi4/Δi4^ mutants (red) and their siblings injected with a *gata2a*-i4-450bp:*gata2b* construct (shaded blue and red). Ectopic expression of *gata2b* increases *runx1* expression in the HE of wt embryos (*µ*_wt_ = 38.8, *µ*_wt+*gata2b*_ = 53.4; *p* < 0.01*)* and rescues *runx1* expression in the DA of *gata2a*^Δi4/Δi4^ mutants to wt levels (*µ*_mut_ = 17.9, *µ*_mut+*gata2b*_ = 33.2; *p* < 0.001; *µ*_wt_ = 38.8, *µ*_mut+*gata2b*_ = 33.2; *p* = 0.31, Tukey HSD post-hoc test). *n* = 25, wt; *n* = 33, *gata2a*^Δi4/Δi4^;n = 18, wt + *gata2a*-i4-450bp:*gata2b* construct; *n* = 17, *gata2a*^Δi4/Δi4^ + *gata2a*-i4-450bp:*gata2b* construct. **e** Quantification of the *runx1* ISH signal at 36hpf in embryos treated with a suboptimal dose (25 μM) of the Notch inhibitor DAPM. 25 μM DAPM showed no effect on *runx1* expression in wt compared to DMSO-treated embryos (*µ*_DMSO_ = 40.5, *µ*_DAPM_ = 38; *p* = 0.735, Tukey HSD post*-*hoc test). DMSO-treated *gata2a*^Δi4/Δi4^ mutants show a decrease in *runx1* expression (*µ*_DMSO_ = 40.5, *µ*_mut+DMSO_ = 31.5; *F* = 25.774, d.f. = 3, 91; ANOVA). DAPM treatment significantly reduced *runx1* expression in the DA *gata2a*^Δi4/Δi4^ mutants (µ_mut+DMSO_ = 31.5, *µ*_mut+DAPM_ = 19.4). *n* = 27, wt +DMSO; *n* = 20, *gata2a*^*Δ*i4/Δi4^ + DMSO; *n* = 30, wt + DAPM; *n* = 20, *gata2a*^Δi4/Δi4^ + DAPM. **f** Representative images of the average *runx1* expression at 36hpf in wt and *gata2a*^Δi4/Δi4^ mutants treated with 25 μM DAPM. Error bars: mean ± SD. **p < 0.01; ***p < 0.001. See also Supplementary Fig. 5.

To verify whether Gata2b is required for definitive haematopoiesis downstream of Gata2a, we generated a frameshift truncating mutant for Gata2b and incrossed *gata2a*^Δi4/+^; *gata2b*^*+/*−^ adults to investigate *cmyb* expression at 33hpf in their progeny. *Gata2b*^−*/*−^ mutants showed a more severe decrease in *cmyb* expression than *gata2a*^Δi4/Δi4^mutants (Supplementary Fig. 4f–i). Double *gata2b*^−*/*−^*; gata2a*^Δi4/Δi4^ mutants showed no further reduction in *cmyb* expression compared to *gata2b*^−/−^ mutants, suggesting that Gata2a was not sufficient to drive *cmyb* expression in HE in the absence of Gata2b (Supplementary Fig. 4f–i). Taken together, we conclude that Gata2b is regulated by Gata2a and is required for definitive haematopoiesis.

Next, we tested whether forced ectopic expression of *gata2b* was sufficient to speed up the haematopoietic recovery of *gata2a*^Δi4/Δi4^ embryos. Thus, we overexpressed *gata2b* under the control of the *gata2a*-i4-450bp enhancer in wild-type and *gata2a*^Δi4/Δi4^ mutant embryos and measured *runx1* expression at 28hpf in the DA. *Gata2a*^Δi4/Δi4^ embryos showed a significant decrease in *runx1* expression in comparison to wild-type (Fig. 5d). Ectopic expression of *gata2b* under the *gata2a*-i4 enhancer significantly increased *runx1* expression in wild-type and mutants (Fig. 5d). Importantly, it was sufficient to bring the *runx1* expression levels in the mutants up to the levels detected in uninjected wild-type embryos (Fig. 5d), demonstrating that *gata2b* alone was sufficient to drive *runx1* expression and drive the haematopoietic recovery in *gata2a*^Δi4/Δi4^ mutants. Thus, *gata2b* can recover the definitive haematopoietic programme in the absence of endothelial *gata2a*.

Because the expression of *gata2b* is regulated by Notch signalling^21^, we investigated whether inhibition of Notch would also prevent the haematopoietic recovery of *gata2a*^Δi4/Δi4^ embryos. For this, we used the Notch inhibitor DAPM^39^, and titrated it down to a suboptimal dose (25 μM) that did not significantly affect *runx1* expression at 30hpf in wild-type embryos (Supplementary Fig. 5a). This dose induced a small but measurable decrease in *gata2b* expression in DAPM-treated embryos while higher doses had a more robust effect (Supplementary Fig. 5b). Next, we treated wild-type and *gata2a*^Δi4/Δi4^ mutant embryos with DAPM and measured *runx1* expression in the DA at 36hpf (Fig. 5e, f). Suboptimal DAPM treatment did not affect *runx1* expression in wild-type embryos (Fig. 5e, f), but *gata2a*^Δi4/Δi4^ mutants showed lower *runx1* levels and DAPM treatment further reduced *runx1* expression (Fig. 5e, f). Treatment with 25 μM DAPM did not significantly affect *gata2b* expression at 36hpf in either wild-type or *gata2a*^Δi4/Δi4^ mutant embryos (Supplementary Fig. 5c). These experiments suggested that Notch signalling alone may be sufficient to rescue expression of HE markers in *gata2a*^Δi4/Δi4^ mutants. Indeed, ectopic activation of Notch signalling in endothelium using a *fli1a*-NICD:GFP construct^40^ led to increased *runx1* and *gata2b* expression in wild-type embryos (Supplementary Fig. 5d, e). When overexpressed in *gata2a*^Δi4/Δi4^ mutants, *fli1a*-NICD:GFP rescued *runx1* expression to near wild-type levels at 26hpf, whereas *gata2b* was increased beyond normal levels independently of the genotype (Supplementary Fig. 5f, g). Taken together, these experiments confirm that Notch activity regulates *runx1* and *gata2b* in HE and is sufficient to drive haematopoietic recovery in *gata2a*^Δi4/Δi4^ mutants. Thus, we conclude that HE programming requires two independent inputs on *runx1* and *gata2b* expression; one from Gata2a, driven in ECs by the i4 enhancer, and the other from Notch signalling, necessary and sufficient to drive HE programming even in the absence of *gata2a*.

### Impaired haematopoiesis in adult *gata2a*^Δi4/Δi4^ mutants

To investigate whether Gata2a plays a role in adult haematopoiesis, we first asked whether the *gata2a*-i4-1.1 kb:GFP reporter was active in haematopoietic cells in the adult. Whole kidney marrow (WKM) cells isolated from the transgenic fish showed that the i4 enhancer is active in haematopoietic cells previously defined by flow cytometry^41^ as progenitors, lymphoid + HSPC (containing the HSPCs) and myeloid cells (Supplementary Fig. 6a–c). Accordingly, single cell transcriptional profiling showed higher levels of *gata2a* in HSPCs, progenitors, neutrophils and thrombocytes (Supplementary Fig. 6d–f)^42,43^. Consistent with this notion, we observed a high incidence of infections and heart oedemas in *gata2a*^Δi4/Δi4^ adult fish, with over 25% suffering from one of these defects by 6 months of age, compared to <1% of wild-type fish (Fig. 6a–c). The heart oedemas and the infections are suggestive of lymphatic defects and immune deficiency as observed in human patients bearing genetic GATA2 haploinsufficiency syndromes such as MonoMAC syndrome^13^. Notably, around 10% of MonoMAC syndrome patients show mutations in the homologous enhancer region of *GATA2*^12,14^.

**Fig. 6:**
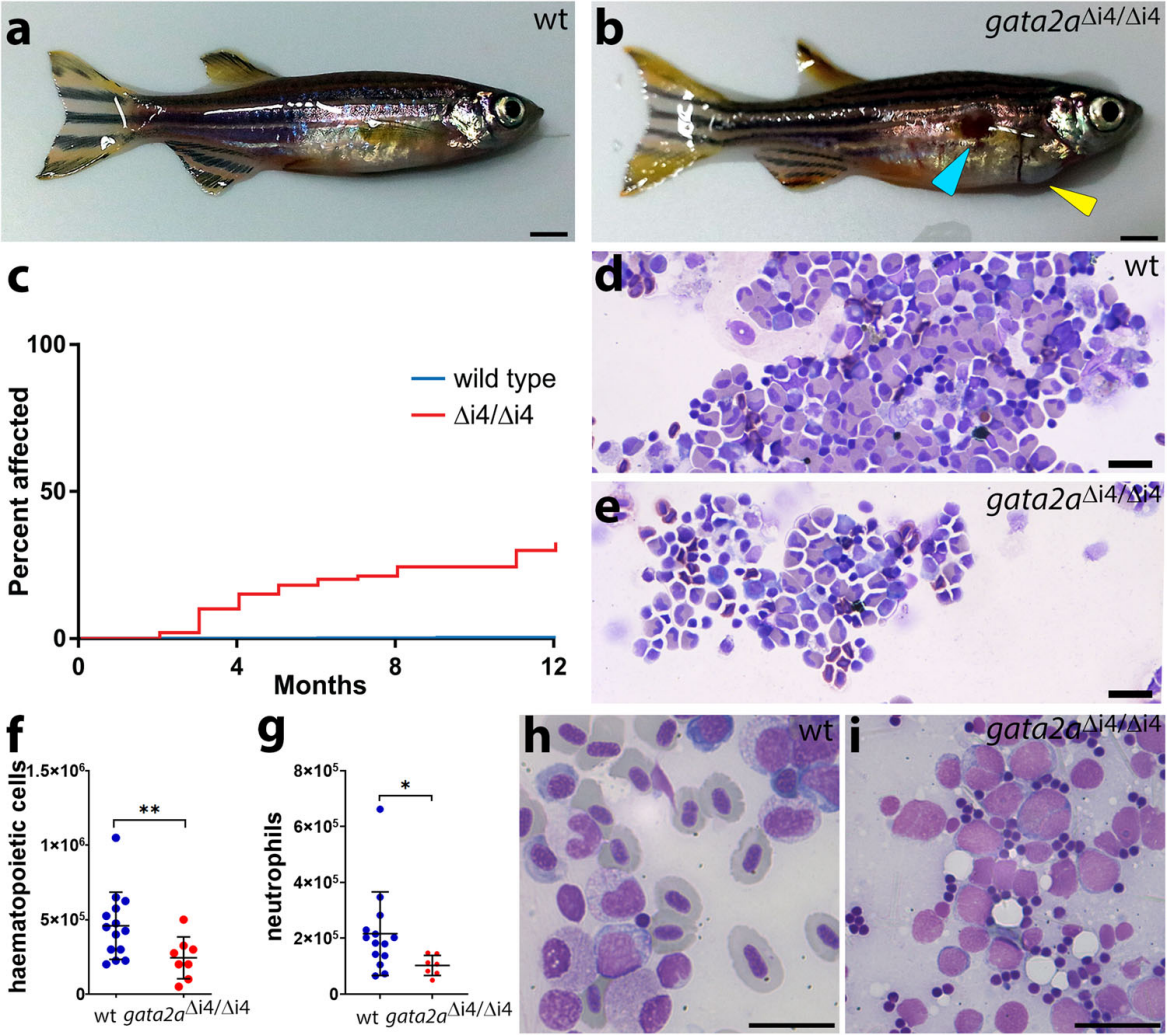
*Gata2a*^Δi4/Δi4^ mutants show cardiac oedema, hypocellularity and marrow failure. **a, b** General morphology of zebrafish adults: **a** wild-type; **b** *gata2a*^Δi4/Δi4^ mutant showing skin infection (blue arrowhead) and pericardial oedema (yellow arrowhead). **c** Over 25% (*n* = 29/108) of *gata2a*^Δi4/Δi4^ mutants (red) catch infections or suffer from heart oedemas by 6 months. Only around 65% (*n* = 69/108) survive for more than 12 months without overt signs of infections. Fewer than 1% (*n* = 2/500) of wild-type fish (blue) exhibit such defects. The graph does not include deaths by other causes. **d, e** May-Grunwald/Wright-Giemsa staining in cytospins of haematopoietic cells isolated from the WKM of zebrafish adults: **d** wild-type; **e** *gata2a*^Δi4/Δi4^ mutant. Note the decrease in cell numbers. **f** Cell counts of haematopoietic cells isolated from WKM of wild-type (*n* = 14) and *gata2a*^Δi4/Δi4^ mutants (*n* = 8). The *gata2a*^Δi4/Δi4^ mutants show a ~2-fold decrease in haematopoietic cell numbers in the WKM (μ_wt_ = 4.37 × 10^5^; μ_mut_ = 2.37 × 10^5^, *p* = 0.0185, Mann-Whitney test). (g) Number of neutrophils isolated from WKM of wild-type (*n* = 14) and *gata2a*^Δi4/Δi4^ mutants (*n* = 7). The *gata2a*^Δi4/Δi4^ mutants show a ~2-fold decrease in neutrophil numbers in the WKM (μ_wt_ = 2.17 × 10^5^; μ_mut_ = 1.03 × 10^5^, *p* = 0.0269, Mann-Whitney test). Error bars: median cell number ± SD. **h, i** Kidney smears from 9 months post-fertilization adult animals were assessed. **h** Wild-type shows various stages of lineage differentiation. **i** WKM smear; 1 of 10 *gata2a*^Δi4/Δi4^ mutants showed the presence of excess blasts with very little erythroid differentiation (98% blasts, >200 cells assessed). Scalebars: 2 mm (**a, b**) and 10 μm (**d, e, h, i**). See also Supplementary Fig.6.

Next, we counted the total number of haematopoietic cells in wild-type and *gata2a*^Δi4/Δi4^ mutant WKM (Fig. 6d–f). To avoid any confounding effects in our analysis, we compared wild-type to *gata2a*^Δi4/Δi4^ mutants without overt signs of infection. The *gata2a*^Δi4/Δi4^ mutants showed a ~2-fold decrease in the total number of haematopoietic cells in the WKM (Fig. 6d–f). In addition, neutrophils were similarly reduced (Fig. 6g), another characteristic in common with MonoMAC syndrome patients^14^. Lastly, kidney marrow smears of ten 9-month old *gata2a*^Δi4/Δi4^ mutants were assessed. One of the ten mutants showed an excess of immature myeloid blast cells in the WKM (>98%) and only minor erythrocyte differentiation (Fig. 6h, i). The presence of excess blasts is usually an indication of AML in humans. Together these data strongly suggest that the i4 enhancer is a critical driver of *gata2a* expression in adult haematopoietic cells. The enhancer deletion in *gata2a*^Δi4/Δi4^ mutants leads to a hypocellular WKM and neutropenia, strongly suggestive of marrow failure, a hallmark of disease progression in Gata2 deficiency syndromes.

## Discussion

The sub-functionalisation of the Gata2 paralogues in zebrafish provided an opportunity to unpick the different roles of *Gata2* in the multi-step process of definitive haematopoiesis. Here we have investigated the conservation of the Gata2 +9.5 enhancer and identified a homologous region in intron 4 of the zebrafish *gata2a* locus (*gata2a*-i4) that is not present in the *gata2b* locus. The zebrafish *gata2a*-i4 enhancer, like the mouse enhancer^18^, is sufficient to drive pan-endothelial expression of GFP and necessary for endothelial expression of *gata2a* (Figs. 1 and 2). We traced the activity of the i4 enhancer back to the PLM, the source of precursors of endothelium and HSCs^10^. This degree of sequence and functional conservation of the i4 enhancer led us to hypothesize that Gata2a might play a role in definitive haematopoiesis. Indeed, homozygous deletion of the i4 enhancer (*gata2a*^Δi4/Δi4^) allowed us to uncover a previously unknown function of Gata2a in regulating the initial expression of *runx1* and *gata2b* in HE. Although *cmyb* expression in HE was decreased in *gata2a*^Δi4/Δi4^ mutants, it was more severely reduced in *gata2b*^−*/*−^ mutants, suggesting that Gata2b is more important for *cmyb* regulation than Gata2a. However, both Gata2 orthologues regulate gene expression in the HE before the first reported EHT events at 34hpf^6^.

Gata2 binds to the +9.5 enhancer to maintain its own expression in endothelial and haematopoietic cells^26,44^. In zebrafish, it is likely that Gata2a binds the GATA motifs in the i4 enhancer and loss of *gata2a* in the endothelium of *gata2a*^Δi4/Δi4^ mutants (Fig. 2) seems to support this view. Interestingly, we detected a small region in intron 4 of the *gata2b* locus that was not identified as a peak in our ATACseq experiment but is conserved in some fish species (Supplementary Fig. 1a) and thus could potentially represent a divergent gata2b intronic enhancer. 

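In Zv9, *gata2b* lies on the plus strand of chromosome 6 from 40724932 to 40734664, and its intron 4 runs from 40728105 to 40730339. Of the 44025 differential peaks in the authors' deposited table, 0 lay within 20 kb of the gene and 0 had *gata2b* as the nearest promoter. The nearest peak in the authors' deposited table was 96.2 kb upstream, at 40628289 to 40628749 in the promoter of *perm1b*, with a log2 fold of 4.19 (p = 9.74e-11), named here after its position was seen. The table holds differential peaks only, so peaks that are open to the same degree in both cell populations were not analysed here.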

We speculate that the positive autoregulation of Gata2 was likely retained by both *gata2* orthologues in zebrafish, but this possibility remains to be investigated.

*The gata2a*^Δi4/Δi4^ mutants recovered from the early defects in HE programming and displayed normal expression levels of *cmyb* in the CHT at 4dpf and *rag1* in the thymus at 5dpf, used as indicators of the definitive haematopoietic programme^11^. We hypothesized that this could be due to the presence of the two homologues of *Gata2* in zebrafish^20^, despite Gata2a and Gata2b proteins being only 50% identical^21^. Indeed, forced expression of *gata2b* under the *gata2a*-i4 enhancer rescued DA expression of *runx1* in the *gata2a*^Δi4/Δi4^ mutants to wild-type levels and suboptimal depletion of *gata2b* in the *gata2a*^Δi4/Δi4^ mutants resulted in more severe reduction in *cmyb* expression in the CHT by 4dpf (Fig. 4). In addition, we demonstrated that Notch signalling, a known regulator of *gata2b* expression^21^, is sufficient to rescue the initial HE programming defect induced by deletion of the *gata2a*-i4 enhancer. We propose a model in which *gata2a* acts upstream of *runx1* and *gata2b* independently of Notch to initiate HE programming. The regulation of *gata2b* by Gata2a is transient, and the timing largely coincides with the natural decrease in endothelial expression of *gata2a* by 30hpf. After this stage, endothelial Notch signalling takes over the regulation of *runx1* and *gata2b* expression, acting as a fail-safe mechanism that buffers against fluctuations in the system caused by loss of one or more of the initial inputs (in this case, Gata2a).

Despite the apparent haematopoietic recovery, we observed a high incidence of infections and oedema in *gata2a*^Δi4/Δi4^ adults, and a striking decrease in the number of haematopoietic cells in the WKM. The decrease in haematopoietic cells in particular is reminiscent of the loss of proliferative potential of haematopoietic Gata2^+/−^ heterozygous cells in the mouse^17,45^. This raises the possibility that in zebrafish the *gata2a* and *gata2b* paralogues may function as two Gata2 ‘alleles’ that together regulate the haematopoietic output of the WKM. This will be addressed by comparing the adult phenotypes of *gata2a*^Δi4/Δi4^ and *gata2b*^−/−^ mutants.

Taken together, our initial characterization of WKM shows that *gata2a*^Δi4/Δi4^ mutants present a phenotype consistent with Gata2 deficiency syndromes in humans brought about by GATA2 haploinsufficiency^12,26^. Strikingly, about 10% of all MonoMAC patients show mutations in the conserved +9.5 enhancer^12,14^, the corresponding regulatory element to the i4 enhancer. The i4 enhancer is active in the lymphoid + HSPC fraction that contains the HSC activity^46^, in the progenitor cells and in the myeloid fraction that contains eosinophils, previously identified as expressing high levels of a *gata2a*-GFP BAC transgenic reporter^41^. Thus, it is likely that *gata2a*^Δi4/Δi4^ adult fish show lineage-specific differentiation defects. Further characterization of the *gata2a*^Δi4/Δi4^ mutants will uncover which haematopoietic cells are most affected by the loss of i4 enhancer activity and how Gata2a regulates haematopoietic output, thus establishing a zebrafish animal model for human diseases linked to *Gata2* haploinsufficiency.

## Methods

### Maintenance of zebrafish

Zebrafish (*Danio rerio*) were maintained in flowing system water at 28.5 °C, conductance 450–550 μS and pH 7.0 ± 0.5 as described^47^. Fish suffering from infections or heart oedemas were culled according to Schedule 1 of the Animals (Scientific Procedures) Act 1986. Eggs were collected by natural mating. Embryos were grown at 24–32 °C in E3 medium with methylene blue and staged according to morphological features corresponding to respective age in hours or days post-fertilization (hpf or dpf, respectively). Published strains used in this work were wild-type (wt^KCL^), Tg(−6.0*itga2b*:EGFP)^la2^ ^38,48^ and Tg(*kdrl*:GFP)^s843^ ^28^; animals were used at embryonic and larval stages and as adults (male and female) as specified in the figures. All animal experiments were approved by the relevant University of Oxford, University of Birmingham and Erasmus University ethics committees.

### ATAC-seq

Tg(*kdrl*:GFP)^s843^ embryos were dissociated for FACS at 26-27hpf to collect *kdrl*^+^ and *kdrl*^−^ cell populations (40,000–50,000 cells each). They were processed for ATAC library preparation using optimised standard protocol^27^. Briefly, after sorting into Hanks’ solution (1xHBSS, 0.25% BSA, 10 mM HEPES pH8), the cells were spun down at 500 g at 4 °C, washed with ice-cold PBS and resuspended in 50 µl cold Lysis Buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL, pH 7.4). The nuclei were pelleted for 10 min. at 500 × *g* at 4 °C and resuspended in the TD Buffer with Tn5 Transposase (Illumina), scaling the amounts of reagents accordingly to the number of sorted cells. The transposition reaction lasted 30 min. at 37 °C. The DNA was purified with PCR Purification MinElute Kit (QIAGEN). In parallel, transposase-untreated genomic DNA from *kdrl*^+^ cells was purified with the DNeasy® Blood & Tissue Kit (QIAGEN). The samples were amplified with appropriate Customized Nextera primers^27^ in NEBNext High-Fidelity 2x PCR Master Mix (NEB). The libraries were purified with PCR Purification MinElute Kit (QIAGEN) and Agencourt AMPure XP beads (Beckmann Coulter). The quality of each library was verified using D1000 ScreenTape System (Agilent). Four biological replicas of the libraries were quantified with the KAPA Library Quantification Kit for Illumina® platforms (KAPA Biosystems). The libraries were pooled (including the Tn5-untreated control), diluted to 1 ng/µl and sequenced using 75 bp paired-end reads on Illumina HiSeq 4000 (Wellcome Trust Centre for Human Genetics, Oxford). Raw sequenced reads were checked for base qualities, trimmed where 20% of the bases were below quality score 20, and filtered to exclude adapters using *Trimmomatic* (Version 0.32) and mapped to Zv9 reference genome (comprising 14,612 genes)^49^ using *BWA* with default parameters. The results were visualised using UCSC Genome Browser (http://genome-euro.ucsc.edu/)^50^. The eight data sets were analysed with Principal Component Analysis (PCA) to identify outliers. Correlation among *kdrl:GFP*^+^ and *kdrl:GFP*^−^ samples was assessed with a tree map. The peaks were called for each sample using the Tn5-untreated control as input. We identified the common peaks between replicates and then used DiffBind (EdgeR method) to identify differential peaks between *kdrl:GFP*^+^ and *kdrl:GFP*^−^samples (Supplementary Data 2). 

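The p-values in the authors' deposited table ran from 5.33e-60 to 0.033, and 0 peaks had a p-value between 0.033 and 0.05. Whether these p-values are adjusted is not stated in the table.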

The threshold for differential peaks was *p* < 0.05.

### Generation of transgenic and mutant zebrafish lines

Genomic regions containing the identified 150bp-long *gata2a*-i4 enhancer flanked by ±500 bp (i4–1.1 kb) or ±150 bp (i4–450bp) were amplified from wild-type zebrafish genomic DNA with NEB Phusion® polymerase (see Supplementary Table 1 for primer sequences) and cloned upstream of E1b minimal promoter and GFP into a Tol2 recombination vector (Addgene plasmid #37845^51^) with Gateway® cloning technology (Life Technologies™) following the manufacturer’s protocol. One-cell zebrafish embryos were injected with 1 nl of an injection mix, containing 50 pg *gata2a*-i4-E1b-GFP-Tol2 construct DNA + 30 pg *tol2* transposase mRNA^31^. Transgenic founders (Tg(*gata2a*-i4-1.1 kb:GFP) and (*gata2a*-i4-450 bp:GFP)) were selected under a widefield fluorescent microscope and outbred to wild-type fish. Carriers of monoallelic insertions were detected by the Mendelian distribution of 50% fluorescent offspring coming from wild-type outcrosses. These transgenics were then inbred to homozygosity.

To generate the i4 deletion mutant, we identified potential sgRNA target sites flanking the 150 bp conserved region within intron 4 of the *gata2a* locus (see Fig. 1a, Supplementary Fig 3a). sgRNAs were designed with the CRISPR design tool (http:/crispr.mit.edu/, see Supplementary Table 1 for sequences) and prepared as described^32^. To reduce potential off-target effects of CRISPR/Cas9, we utilized the D10A ‘nickase’ version of Cas9 nuclease^52,53^, together with two pairs of sgRNAs flanking the enhancer (Supplementary Table 1, Supplementary Fig. 3a, b). We isolated two mutant alleles with deletions of 215 bp (Δ78–292) and 231 bp (Δ73–303) (Supplementary Fig. 3b). Both deletions included the highly conserved E-box, Ets and GATA transcription factor binding sites (Supplementary Fig. 3b). The Δ73–303 allele was selected for further experiments and named Δi4. Adult zebrafish were viable and fertile as heterozygous (*gata2a*^Δi4/+^) or homozygous (*gata2a*^Δi4/Δi4^). To unambiguously genotype wild types, heterozygotes and homozygous mutants, we designed a strategy consisting of two PCR primer pairs (Supplementary Fig. 3a, c). One primer pair flanked the whole region, producing a 600 bp wild-type band and 369 bp mutant band. In the second primer pair, one of the primers was designed to bind within the deleted region, only giving a 367 bp band in the presence of the wild-type allele (Supplementary Fig. 3c).

To generate the *gata2b* mutant we designed a CRISPR/Cas9 strategy for a frameshift truncating mutant in exon 3 deleting both zinc fingers. sgRNAs were designed as described above and guides were prepared according to Gagnon et al.^54^ with minor adjustments. Guide RNAs were generated using the Agilent SureGuide gRNA Synthesis Kit, Cat# 5190–7706. Cas9 protein (IDT) and guide were allowed to form ribonucleoprotein structures (RNPs) at RT and injected in 1 cell stage oocytes. 8 embryos were selected at 24 hpf and lysed for DNA isolation. Heteroduplex PCR analysis was performed to test guide functionality and the other embryos from the injection were allowed to grow up. To aid future genotyping we selected mutants by screening F1 for a PCR detectable integration or deletion in exon 3. Sequence verification showed that founder 3 had a 28 nt integration resulting in a frameshift truncating mutation leading to 3 new STOP codons in the third exon. To get rid of additional mutations caused by potential off-target effects, founder 3 was crossed to WT for at least 3 generations. All experiments were performed with offspring of founder 3.

### Fluorescence-activated cell sorting (FACS)

Appoximately 100 embryos at the required stage were collected in Low Binding® SafeSeal® Microcentrifuge Tubes (Sorenson) and pre-homogenized by pipetting up and down in 500 µl Deyolking Buffer (116 mM NaCl, 2.9 mM KCl, 5 mM HEPES, 1 mM EDTA). They were spun down for 1 min. at 500 g and incubated for 15 min. at 30 °C in Trypsin + Collagenase Solution (1xHBSS, 0.05% Gibco® Trypsin + EDTA (Life Technologies™), 20 mg/ml collagenase (Sigma)). During that time, they were homogenized by pipetting up and down every 3 min. The lysis was stopped by adding 50 µl foetal bovine serum and 650 µl filter-sterilized Hanks’ solution (1xHBSS, 0.25% BSA, 10 mM HEPES pH8). The cells were rinsed with 1 ml Hanks’ solution and passed through a 40 µm cell strainer (Falcon®). They were resuspended in ~400 µl Hanks’ solution with 1:10,000 Hoechst 33258 (Molecular Probes®) and transferred to a 5 ml polystyrene round bottom tube for FACS sorting. The cells were sorted on FACSAria Fusion sorter by Kevin Clark (MRC WIMM FACS Facility). The gates of GFP (488–530) and DsRed (561–582) channels were set with reference to samples derived from non-transgenic embryos. The fluorescence readouts were compensated when necessary. For ATAC-seq library preparation, the cells were sorted into Hank’s solution. For RNA isolation, the cells were sorted directly into RLT Plus buffer (QIAGEN) + 1% β-mercaptoethanol and processed with the RNEasy® Micro Plus kit (QIAGEN), according to the accompanying protocol. The RNA was quantified and its quality assessed with the use of Agilent RNA 6000 Pico kit. All RNA samples were stored at −80 °C.

### SYBR® Green qRT-PCR

3 µl of the cDNA diluted in H_2_O were used for technical triplicate qRT-PCR reactions of 20 µl containing the Fast SYBR® Green Master Mix (Thermo Fisher Scientific) and appropriate primer pair (see Supplementary Table 1). The reactions were run on 7500 Fast Real-Time PCR System (Applied Biosystems) and the results were analysed with the accompanying software. No-template controls were run on each plate for each primer pair. Each reaction was validated with the melt curve analysis. The baseline values were calculated automatically for each reaction. The threshold values were manually set to be equal for all the reactions run on one plate, within the linear phase of exponential amplification. The relative mRNA levels in each sample were calculated by subtracting the geometric mean of Ct values for housekeeping genes *eef1a1l1* and *ubc* from the average Ct values of the technical triplicates for each gene of interest. This value (ΔCt) was then converted to a ratio relative to the housekeeping genes with the formula 2^−ΔCt^.

### Fluidigm Biomark qRT-PCR

To quantify the differences in *gata2a* expression between wild-type and mutant ECs, we crossed homozygous *gata2a*^Δi4/Δi4^ mutants to Tg(*kdrl*:GFP) transgenics to generate Tg(*kdrl*:GFP); *gata2a*^Δi4/Δi4^ embryos. These fish, along with non-mutant Tg(*kdrl*:GFP), were used for FACS-mediated isolation of *kdrl*:GFP^+^ and *kdrl*:GFP^−^ cells to quantitatively compare mRNA expression levels of *gata2a* in the endothelial and non-endothelial cells of wild-type and *gata2a*^Δi4/Δi4^ embryos, using the Fluidigm Biomark™ qRT-PCR platform. Briefly, 1 ng RNA from FACS-sorted cells was used for Specific Target Amplification in a 10 µl reaction with the following reagents: 5 µl 2xBuffer and 1.2 µl enzyme mix from SuperScript III One-Step Kit (Thermo Fisher Scientific), 0.1 µl SUPERase• In™ RNase Inhibitor (Ambion), 1.2 µl TE buffer (Invitrogen), 2.5 µl 0.2x TaqMan® assay mix (see Supplementary Table 2 for the details of TaqMan® assays). The reaction was incubated for 15 min. at 50 °C, for 2 min. at 95 °C and amplified for 20 cycles of 15 s at 95 °C/4 min. at 60 °C. The cDNA was diluted 1:5 in TE buffer and stored at −20 °C. Diluted cDNA was used for qRT-PCR according to the Fluidigm protocol for Gene Expression with the 48.48 IFC Using Standard TaqMan® Assays (Supplementary Table 2). Each sample was run in 3–4 biological replicates. The collected data were analysed with Fluidigm Real-Time PCR Analysis software (version 4.1.3). The baseline was automatically corrected using the built-in Linear Baseline Correction. The thresholds were manually adjusted for each gene to fall within the linear phase of exponential amplification, after which they were set to equal values for the housekeeping genes: *rplp0*, *rpl13a*, *cops2*^55^, *lsm12b*^56^ and *eef1a1l1*. The relative mRNA levels for each sample were calculated by subtracting the geometric mean of Ct values for the housekeeping genes from the Ct value for each gene of interest. This value (ΔCt) was then converted to a ratio relative to the housekeeping genes with the formula 2^−ΔCt^. The ΔCt values were analysed with 2-tailed paired-samples *t*-tests with 95% confidence levels.

### Flow cytometry and isolation of WKM haematopoietic cells

Single cell suspensions of WKM cells were prepared from adult zebrafish kidneys of the required genotypes as described^57^. Briefly, adult zebrafish were first euthanized in 0.5% tricaine in PBS and dissected to remove the kidney. WKM cells were recovered by vigorous pipetting in 0.5 ml PBS with 10% Foetal Calf Serum (PBS + 10%FCS), followed by filtration in a cell strainer (FALCON, ref 352235) pre-coated with PBS + 10%FCS. Strainers were rinsed with PBS + 10%FCS and the cells spun down (~300 g, 10 min at 4 °C) and ressuspended in 200–500 μl PBS + 10%FCS with Hoechst 33342 1:10000 (Hoechst 33342, H3570, ThermoScientific). Flow cytometry analysis was performed on a FACS Aria II (BD Biosciences) after exclusion of dead cells by uptake of Hoechst dye, as described^41^. WKM cell counts were performed on a PENTRA ES60 (Hariba Medical) following the manufacturer’s instructions. Note that the cell counter does not recognize the zebrafish nucleated erythrocytes, so these were excluded from this analysis. Cell counts for each genotype were analysed with 2-tailed paired-samples *t*-tests with 95% confidence levels, using a Mann-Whitney test for non-parametric distribution. The scatter plots were generated using GraphPad Prism 8.0 and show medians ± SD.

### May-Grunwald and Wright-Giemsa staining

Cell staining with May-Grunwald (MG) stain (Sigma MG500) and Giemsa (GIEMSA STAIN, FLUKA 48900) was performed on haematopoietic cell samples. After cytospin, slides are allowed to air-dry and were stained for 5 min at room temperature with a 1:1 mix of MG:distilled water. Next, slides were drained and stained with a 1:9 dilution of Giemsa:distilled water solution for 30 min at room temperature. Excess solution was drained and removed by further washes in distilled water. Finally, the slides were air-dried and mounted in DPX (06522, Sigma) for imaging.

### Whole-mount in situ hybridization and immunohistochemistry

Whole-mount in situ hybridization (ISH) was carried out as described previously^58^, using probes for *kdrl*, *runx1, cmyb, gata2a, gata2b, rag1*^4,37,59,60^ and *gfp* (Supplementary Table 1). For conventional ISH embryos were processed, imaged and the ISH signal quantified as described^34^. Briefly, the pixel intensity values were assessed for normal distribution with a Q-Q plot and transformed when necessary. Mean values (*µ*) of each experimental group were analysed with 2-tailed independent-samples *t*-tests or with ANOVA with 95% confidence levels, testing for the equality of variances with a Levene’s or Brown-Forsythe test and applying the Welch correction when necessary. For ANOVA, differences between each two groups were assessed with either Tukey’s post-hoc test (for equal variances) or with Games-Howell test (for unequal variances). For all these analyses, the IBM® SPSS® Statistics (version 22) or GraphPad Prism 8.0 package were used.

For the analysis of *cmyb* expression in the CHT at 4dpf, the embryos scored as ‘high’ or ‘low’ were tested for equal distribution between morphants and uninjected controls or among wild-type, heterozygous and mutant genotypes with contingency Chi-squared tests, applying Continuity Correction for 2 × 2 tables, using IBM® SPSS® Statistics (version 22).

For fluorescent ISH (FISH) combined with immunohistochemistry, ISH was performed first following the general whole-mount in situ hybridisation protocol. The signal was developed with SIGMAFAST Fast Red TR/Naphthol, the embryos rinsed in phosphate-buffered saline with tween20 (PBT) and directly processed for immunohistochemistry. Embryos were blocked in blocking buffer (5% goat serum/0.3% Triton X-100 in PBT) for 1 h at RT before incubated with primary antibody against GFP (rabbit, 1:500, Molecular Probes), diluted in blocking buffer overnight at 4 °C. Secondary antibody raised in goat coupled to AlexaFluor488 (Invitrogen) was used in 1:500 dilutions for 3 h at RT. Hoechst 33342 was used as a nuclear counterstain.

Fluorescent images were taken on a Zeiss LSM880 confocal microscope using ×40 or ×63 oil immersion objectives. Images were processed using the ZEN software (Zeiss).

### Fluorescence microscopy and cell counting

For widefield fluorescence microscopy, live embryos were anaesthetised with 160 μg/ml MS222 and mounted in 3% methylcellulose and imaged on a AxioLumar V.12 stereomicroscope (Zeiss) equipped with a Zeiss AxioCam MrM. To count *itga2b*-GFP^high^ and *itga2b*-GFP^low^ cells in the CHT, Tg(*itga2b*:GFP;*kdrl*:mCherry); *gata2a*^Δi4/+^ animals were incrossed and grown in E3 medium supplemented with PTU to prevent pigment formation. At 5dpf, the larvae were anaesthetised with MS222 and the tail was cut and fixed for 1 h at room temperature in 4% PFA. Next, the tails were mounted on 35 mm glass bottomed dishes (MAtTEK) in 1% low melt agarose and imaged using a ×40 oil objective on an LSM880 confocal microscope (Zeiss). Cells in the CHT region were counted manually on Z-stacks as ‘*itga2b*:GFP^low^’ (HSPCs) or ‘*itga2b*:GFP^high^’ (thrombocytes). Genomic DNA from the heads was extracted and used for genotyping as described above. Cell counts for each genotype were analysed with 2-tailed paired-samples *t*-tests with 95% confidence levels, using a Mann-Whitney test for non-parametric distribution. The graphs were generated using GraphPad Prism 8.3.0 and show medians ± SD.

### Statistics and reproducibility

Data were analysed using either IBM® SPSS® Statistics (version 22) or GraphPad Prism software (v8.02). In situ quantification data was analysed with 2-tailed independent-samples *t*-tests or with ANOVA with 95% confidence levels, testing for the equality of variances with a Levene’s or Brown-Forsythe test and applying the Welch correction when necessary. For ANOVA, differences between each two groups were assessed with either Tukey’s post-hoc test (for equal variances) or with Games-Howell test (for unequal variances). Alternatively, data were analysed with an appropriate non-parametric test (Kruskall-Wallis) followed by Dunn’s multiple comparisons test or uncorrected Dunn’s test where appropriate. Cell count data were analysed with 2-tailed paired-samples *t*-tests with 95% confidence levels, using a Mann-Whitney test for non-parametric distribution. Gene expression data were analysed with 2-tailed paired-samples *t*-tests with 95% confidence levels.

All experiments were repeated at least three times with similar results obtained; sample sizes are shown in the respective figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Peer Review File

## Data Availability

All data generated or analyzed during this study (images, quantitation data in the form of graphs and ATACseq data) are included in this published article and its supplementary information files. The source data are available in Supplementary Data 1 and the list of the called ATACseq peaks is available in Supplementary Data 2. The ATACseq data was deposited in GEO (Accession number GSE143763).

# Supplementary material for: Deletion of a conserved Gata2 enhancer impairs haemogenic endothelium programming and adult Zebrafish haematopoiesis
**Source:** Commun Biol. 2020 Feb 13;3:71. doi: 10.1038/s42003-020-0798-3
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

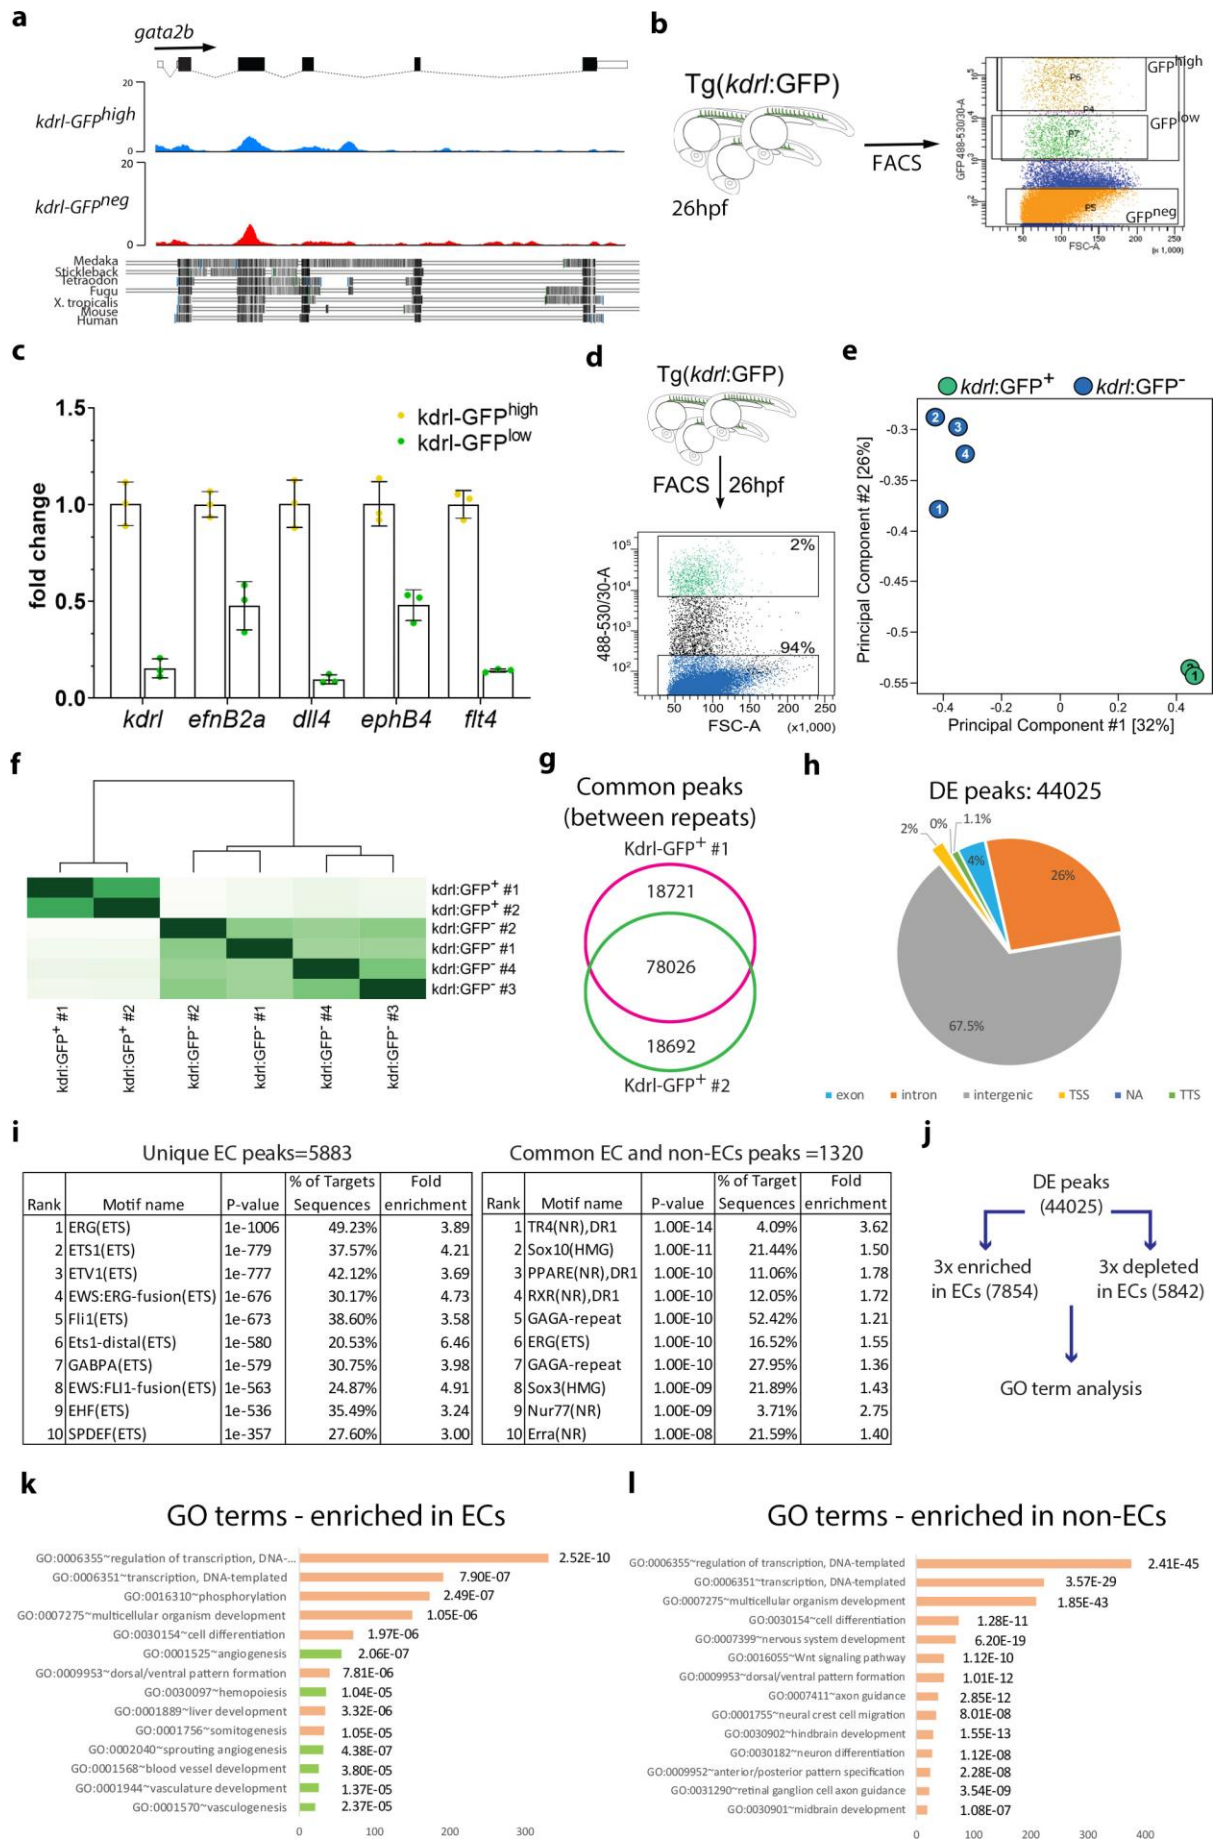

**Supplementary Figure 1. Analysis of open chromatin in endothelial cells by ATAC-seq.** (a) Overview of the zebrafish *gata2b* locus and genome alignment with other species, including mouse and human. Note the conservation within exon sequences in all the species used for comparison. Some intronic sequences are conserved only within fish species. (b) Schematic representation of the gating strategy to test expression of endothelial genes in two distinct *kdrl*:GFP<sup>+</sup> cell populations: *kdrl*:GFP<sup>high</sup> (orange, top panel) and *kdrl*:GFP<sup>low</sup> (green). (c) qPCR in *kdrl*:GFP<sup>high</sup> and *kdrl*:GFP<sup>low</sup> cell populations, showing significant enrichment for endothelial-specific markers in the *kdrl*:GFP<sup>high</sup> population. This population was selected for the ATACseq experiment and will be further referred to as *kdrl*:GFP<sup>+</sup> for simplicity. (d) *kdrl*:GFP<sup>+</sup> (green) and *kdrl*:GFP<sup>-</sup> (blue) cells were FACS-sorted from 26hpf embryos and used for preparation of ATAC-seq libraries. (e) Principal Component Analysis of 2 *kdrl*:GFP<sup>+</sup> replicas and 4 *kdrl*:GFP<sup>-</sup> replicas, showing strong separation of the two cell populations. The same numbers inside the circles denote replicas coming from the same FACS. (f) Clustering of the ATAC-seq samples showing high correlation between *kdrl*:GFP<sup>+</sup> replicates and among *kdrl*:GFP<sup>-</sup> replicas. The same numbers represent replicas coming from the same FACS. (g) Venn diagram showing 78026 common peaks between the *kdrl*:GFP<sup>+</sup> ATACseq profile replicates. (h) Genome-wide distribution of the ATAC peaks from the differential peaks analysis. Note that most peaks are intergenic and intragenic; TSS peaks are only 2% of the total (44026 total peaks). (i) Motif enrichment analysis in endothelial cells (EC-enriched) and common between ECs and non-ECs showing a clear enrichment for ETS binding sites in ECs. (j) Scheme depicting the strategy for the Gene Ontology (GO) term analysis using DAVID<sup>1</sup>. GO term analysis was performed for genes associated to ATACseq peaks that were (k) >3-fold enriched in *kdrl*:GFP<sup>+</sup> endothelial cells (ECs) or (l) >3-fold depleted in *kdrl*:GFP<sup>+</sup> cells.

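Counted from the authors' deposited table, 29709 of 44025 differential peaks were intergenic (67.5%, 95% Wilson confidence interval 67.0 to 67.9%), 11319 were intronic (25.7%), 1479 exonic (3.36%), 899 in a promoter (2.04%, 95% interval 1.91 to 2.18%) and 342 at a transcription termination site (0.777%). The intervals cover counting error only. Defining promoter peaks as those within 1000 bp of the nearest TSS gave 3.20%. Intergenic peaks made up 64.8% of the peaks that were higher in *kdrl*:GFP+ cells and 69.6% of those that were lower (odds ratio 0.803, two-sided Fisher's exact test, p = 4.89e-27). Promoter peaks made up 1.97% and 2.10% (odds ratio 0.935, two-sided Fisher's exact test, p = 0.326). Exonic peaks made up 5.15% of the higher and 1.92% of the lower peaks (odds ratio 2.78, two-sided Fisher's exact test, p = 3.93e-78). Neighbouring peaks are not independent, and the tests compare peaks, not animals.

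**Figure D3:**
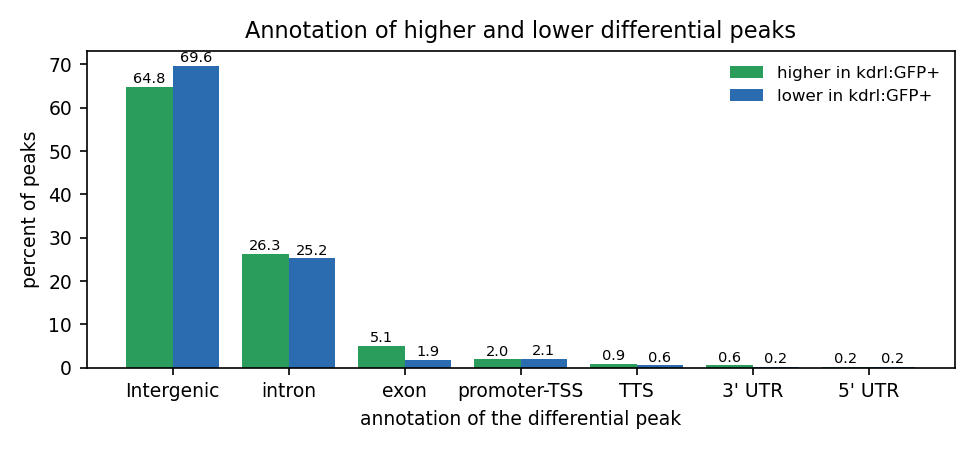
Percent of differential peaks (y axis) in each annotation class (x axis), for the 19667 peaks higher (green) and the 24358 peaks lower (blue) in *kdrl*:GFP+ cells. Both sets are mostly intergenic and intronic, and the exonic class is 5.15% of the higher and 1.92% of the lower peaks.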

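In the authors' deposited table, 4320 genes were the nearest promoter of a peak with a log2 fold above 3 and 2989 of a peak with a log2 fold below −3. Of these, 1425 genes were in both sets, so that assignment to the nearest promoter alone does not separate them.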

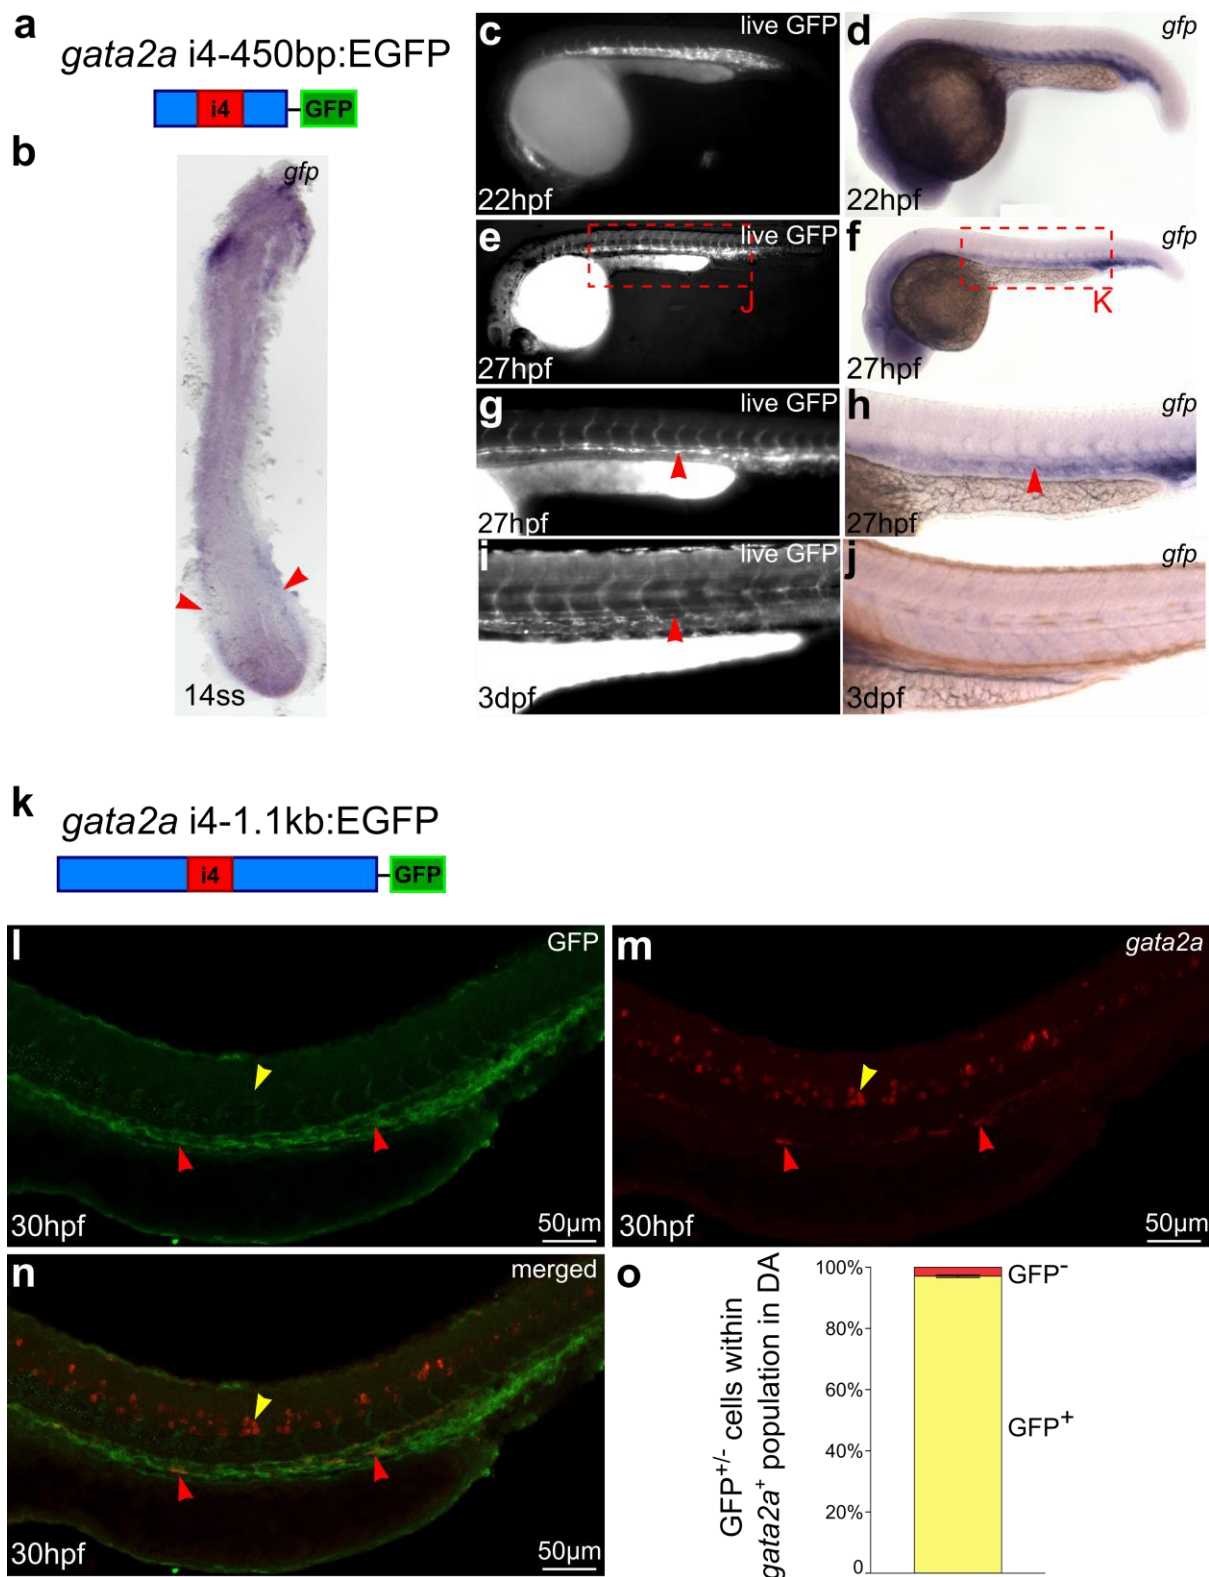

**Supplementary Figure 2. *Gata2a*-i4 enhancer drives GFP expression in PLM, DA and endothelial cells.** (a) Schematic representation of the construct used to generate the Tg(*gata2a*-i4-450bp:GFP) transgenic line. (b) *In situ* hybridization of a 14-somite Tg(*gata2a*-i4-450bp:GFP) embryo (flat mount) shows *gfp* mRNA expression in the posterior lateral plate mesoderm (arrowheads), visible over high background staining in the yolk. (c,d) Fluorescent image of a live Tg(*gata2a*-i4-450bp:GFP) embryo

and *in situ* hybridization image of the same embryo probed for *gfp* mRNA at 22hpf reveal activity of the i4 enhancer in the forming dorsal aorta. GFP is also present in the heart. (e-h) At 27hpf, GFP protein was detected in the endothelial cells and is particularly strong in the dorsal aorta (arrowhead in panel g). *In situ* hybridization reveals high degree of overlap between *gfp* RNA and protein expression. (g-h) magnified trunks of embryos in panels e and f as indicated. (i-j) By 3dpf, GFP protein persists in the dorsal aorta (arrowhead) and other endothelial cells, but *gfp* mRNA is undetectable by *in situ* hybridization. (k) Schematic representation of the construct used to generate the Tg(*gata2a*-i4-1.1kb:GFP) transgenic line. (l-n) Confocal images of the trunk of a Tg(*gata2a*-i4-1.1kb:GFP) embryo immunostained with anti-GFP antibody (l) and probed for *gata2a* mRNA (m) at 30hpf, showing an overlap of GFP and *gata2a* in the DA (red arrowheads) but lack of GFP expression in the *gata2a*<sup>+</sup> neural tube (yellow arrowhead). (n) Merged images from panels l-m. (o) Counting of the *gata2a*<sup>+</sup> cells represented in panels l-n in 9 embryos shows that >95% of *gata2a*<sup>+</sup> cells in the DA are also GFP<sup>+</sup>. N=2. Error bars:  $\pm$ SD.

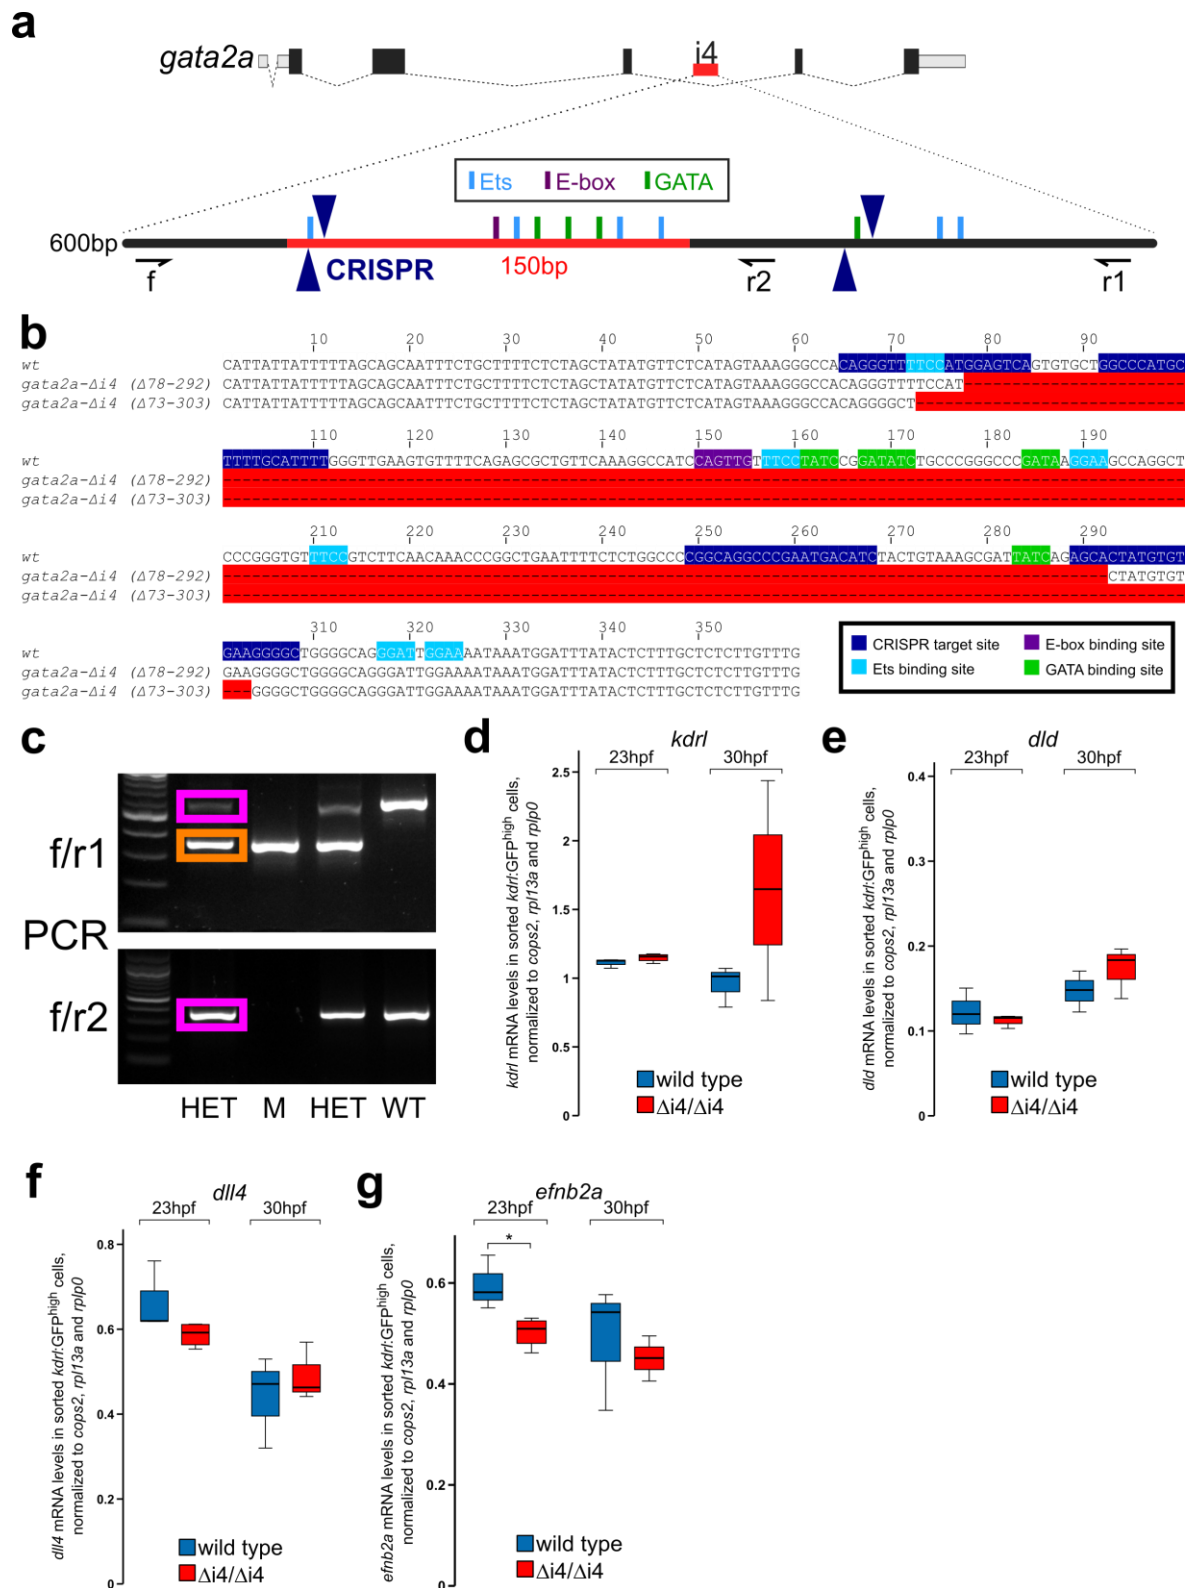

**Supplementary Figure 3. Generation of *gata2a*<sup>Δi4</sup> zebrafish mutants with CRISPR/Cas9 and expression of endothelial markers in *gata2a*<sup>Δi4/Δi4</sup> mutants.** (a) Two pairs of CRISPR sgRNAs (dark blue) were designed to flank the highly conserved 150bp region within the *gata2a*-i4 enhancer. Approximate binding positions of diagnostic PCR primers f, r1 and r2 are indicated. Light blue: Ets

binding sites; purple: E-box binding sites; green: GATA binding sites (mapped computationally). (b) Two isolated mutant alleles ( $\Delta 78-292$  and  $\Delta 73-303$ ) carry deletions (red gaps) including the majority of highly conserved transcription factor binding sites. (c) Genotyping of embryos from the incross of two  $gata2a^{+/\Delta i4}$  mutants with PCR relies on the identification of bands specific to wild type alleles (pink) and the mutant-specific band (orange). Primers f, r1 and r2 are the same as in panel a. The first lane from the left in each gel: 100bp marker. WT: wild type; HET: heterozygote; M: mutant. (d-f) qRT-PCR in sorted *kdrl*:GFP<sup>+</sup> cells from wt (blue) and  $gata2a^{\Delta i4/\Delta i4}$  mutants (red) shows no differences in the levels of (d) *kdrl* (23hpf:  $t=1.576$ , d.f.=5,  $p>0.1$ ; 30hpf:  $t=1.399$ , d.f.=4,  $p>0.2$ ), (e) *dld* (23hpf:  $t=0.585$ , d.f.=5,  $p>0.5$ ; 30hpf:  $t=1.097$ , d.f.=4,  $p>0.3$ ) and (f) *dll4* (23hpf:  $t=1.892$ , d.f.=5,  $p>0.1$ ; 30hpf:  $t=0.734$ , d.f.=4,  $p>0.5$ ) in the endothelium of  $gata2a^{\Delta i4/\Delta i4}$  mutants at 23hpf and 30hpf, compared to wild type. (g) Expression of *efnb2a* was decreased in  $gata2a^{\Delta i4/\Delta i4}$  mutants at 23hpf ( $t=3.008$ , d.f.=5,  $p<0.05$ ), but not at 30hpf ( $t=0.358$ , d.f.=4,  $p>0.7$ ).  $n=4$  for  $gata2a^{\Delta i4/\Delta i4}$  at 23hpf,  $n=3$  for other samples.

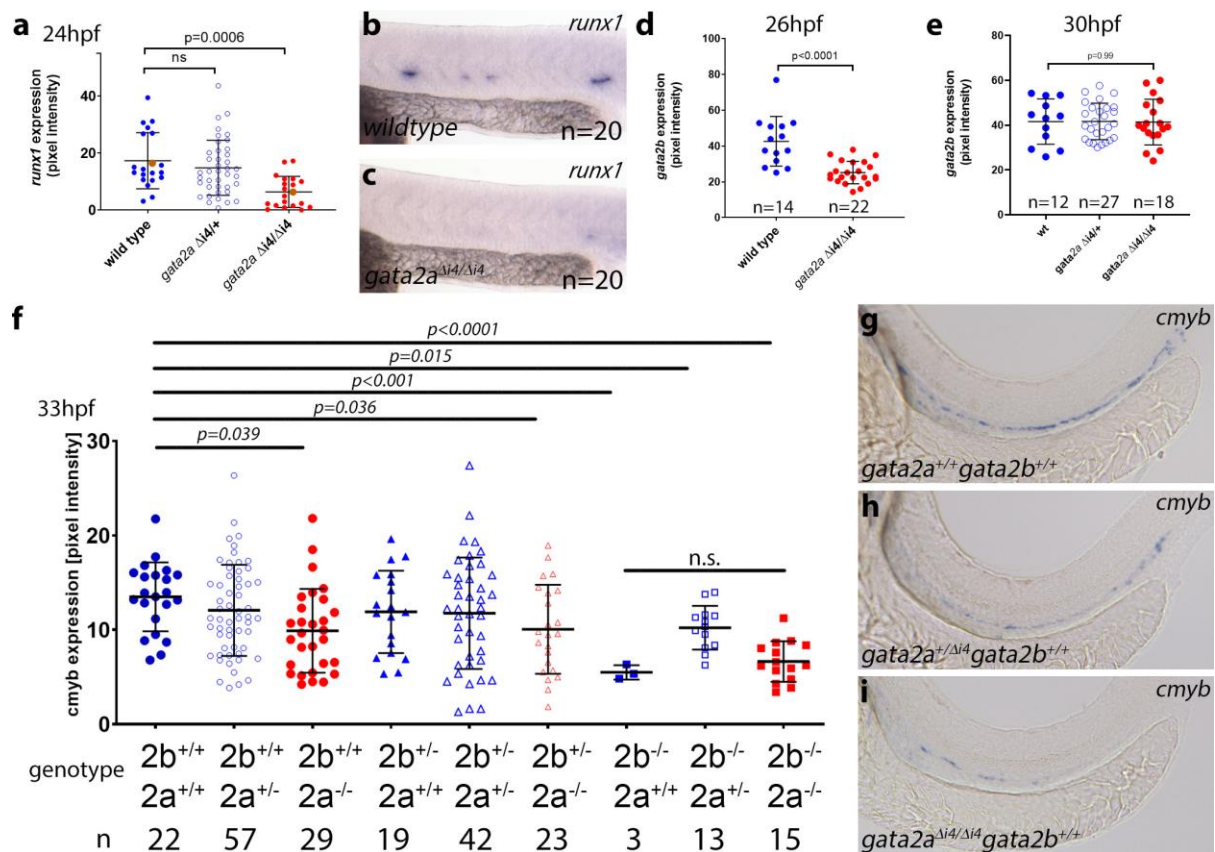

**Supplementary Figure 4. Gene expression analyses in single and double  $gata2a^{\Delta i4/\Delta i4}$  and  $gata2b^{-/-}$  mutants.** (a-c) Analysis of *runx1* expression at 24hpf in  $gata2a^{\Delta i4/\Delta i4}$  mutants. *Runx1* expression was significantly reduced in  $gata2a^{\Delta i4/\Delta i4}$  compared to wild type or heterozygous siblings ( $\mu_{wt}=17.3$ ,  $\mu_{het}=14.9$ ,  $\mu_{mut}=6.4$ ;  $F=8.752$ , d.f.=2, 77;  $p=0.0006$ ; ANOVA). Representative embryos stained for *runx1* in the (b) wildtype and (c)  $gata2a^{\Delta i4/\Delta i4}$  mutant embryos (shown in panel a as orange dots). Embryo numbers were  $n=20$ , wild type;  $n=40$ ,  $gata2a^{\Delta i4/+}$ ;  $n=20$ ,  $gata2a^{\Delta i4/\Delta i4}$ . (d) Quantification of *gata2b* expression in wildtype and  $gata2a^{\Delta i4/\Delta i4}$  mutant embryos at 26hpf. Expression of *gata2b* is significantly reduced in  $gata2a^{\Delta i4/\Delta i4}$  mutants ( $\mu_{wt}=42.6$ ,  $\mu_{mut}=25.1$ ;  $t=5.15$ , d.f.=34;  $p<0.0001$ ; unpaired t test). The number of embryos analysed ( $n=14$ , wild type;  $n=22$ ,  $gata2a^{\Delta i4/\Delta i4}$ ) are shown in the panel. (e) Quantification of *gata2b* expression in wildtype and  $gata2a^{\Delta i4/\Delta i4}$  mutant embryos at 30hpf. We detected no differences in expression of *gata2b* between wild type and  $gata2a^{\Delta i4/\Delta i4}$  mutants ( $\mu_{wt}=41.56$ ,  $\mu_{mut}=41.34$ ;  $F=2.54$ , d.f.=2, 54;  $p=0.99$ , ANOVA). The number of embryos analysed ( $n=12$ , wild type;  $n=27$ ,  $gata2a^{\Delta i4/+}$ ;  $n=18$ ,  $gata2a^{\Delta i4/\Delta i4}$ ) are shown in the panel. (f) Quantification of *cmyb* expression in embryos of all genotypes from  $gata2a^{\Delta i4/+}; gata2b^{+/-}$  incrosses at 33hpf. The expression levels in wildtype, single mutants and double mutant are shown in colour to better highlight the differences. Embryo numbers were  $n=22$ , wild type;  $n=57$ ,  $gata2a^{\Delta i4/+}$ ;  $n=29$ ,  $gata2a^{\Delta i4/\Delta i4}$ ;  $n=19$   $gata2b^{+/-}$ ;  $n=42$   $gata2a^{\Delta i4/+}; gata2b^{+/-}$ ;  $n=23$   $gata2a^{\Delta i4/\Delta i4}; gata2b^{+/-}$ ;  $n=3$ ,  $gata2b^{-/-}$ ;

n=13 *gata2a*<sup>Δi4/+</sup>; *gata2b*<sup>-/-</sup>; n=15 *gata2a*<sup>Δi4/Δi4</sup>; *gata2b*<sup>-/-</sup>. The data was analysed with a one way Welch's ANOVA test. Note that *cmyb* expression show no statistically significant differences between *gata2b*<sup>-/-</sup> and *gata2a*<sup>Δi4/Δi4</sup>; *gata2b*<sup>-/-</sup> mutants (Dunnett's T3 test for multiple comparisons, t=1.616, d.f.=9.817, p=0.93). Error bars: mean±SD. (g) Representative image of *cmyb* expression in the trunk of 33hpf wildtype, (h) *gata2b*<sup>-/-</sup> and (i) *gata2a*<sup>Δi4/Δi4</sup>; *gata2b*<sup>-/-</sup> mutants. Pixel intensity of the *in situ* hybridization staining was performed as described <sup>2</sup>.

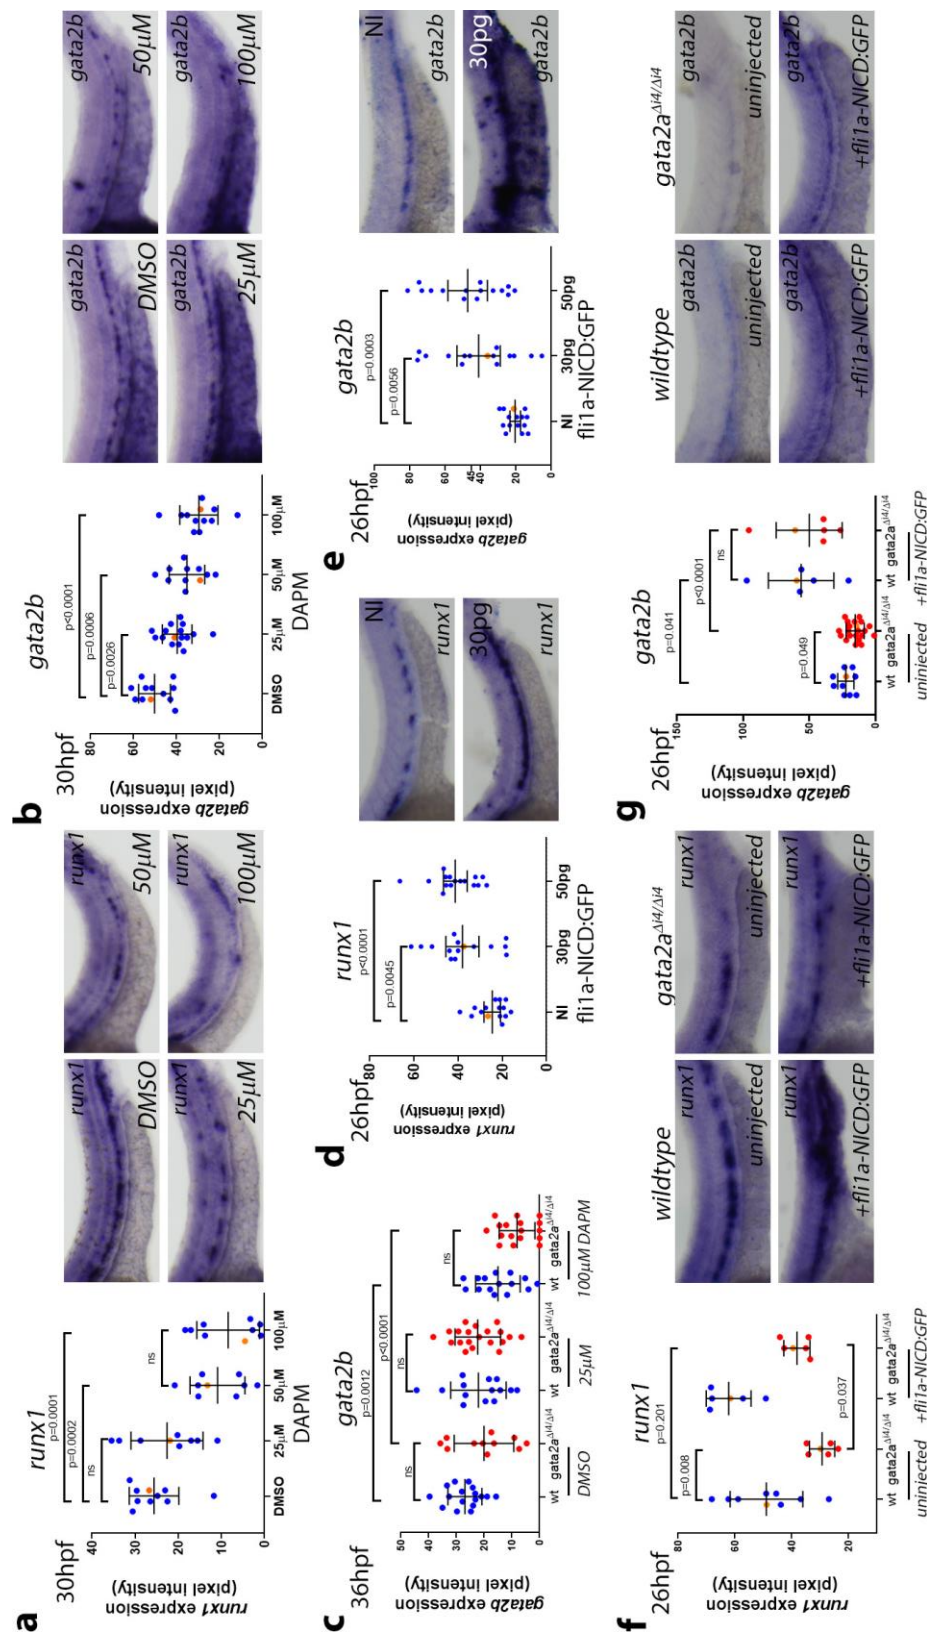

**Supplementary Figure 5. Regulation of *runx1* and *gata2b* in the haemogenic endothelium by Notch signalling.** (a,b) Zebrafish embryos were treated with the Notch inhibitor DAPM from 2-5somite

stage until 30hpf at 0 (DMSO control), 25, 50 and 100  $\mu$ M and expression of *runx1* and *gata2b* analysed by *in situ* hybridization. (a) Analysis of *runx1* expression at 30hpf upon treatment with increasing amounts of the Notch inhibitor DAPM. Expression of *runx1* was significantly reduced upon treatment with 50 $\mu$ M or 100 $\mu$ M DAPM, but not 25  $\mu$ M DAPM ( $\mu_{\text{DMSO}}=25.65$ ,  $\mu_{25\mu\text{M}}=22.6$ ,  $\mu_{50\mu\text{M}}=10.91$ ,  $\mu_{100\mu\text{M}}=8.44$ ;  $F=14.60$ , d.f.=3, 17.94;  $p<0.0001$ ; Welch's ANOVA). Multiple comparisons performed with a Dunnett's T3 test; significant  $p$  values shown in the panel. Embryo numbers were  $n=10$ , DMSO;  $n=9$ , for the 25 $\mu$ M, 50 $\mu$ M or 100 $\mu$ M DAPM treatment. (b) Analysis of *gata2b* expression at 30hpf upon treatment with increasing amounts of the Notch inhibitor DAPM. *Gata2b* was significantly reduced upon treatment with all the DAPM concentrations tested ( $\mu_{\text{DMSO}}=50.13$ ,  $\mu_{25\mu\text{M}}=39.62$ ,  $\mu_{50\mu\text{M}}=35.09$ ,  $\mu_{100\mu\text{M}}=29.54$ ;  $F=13.58$ , d.f.=3, 24.49;  $p<0.0001$ ; Welch's ANOVA). Embryo numbers were  $n=12$ , DMSO;  $n=16$ , 25 $\mu$ M DAPM;  $n=11$ , 50 $\mu$ M DAPM;  $n=12$ , 100 $\mu$ M DAPM treatment. (c) Quantification of *gata2b* expression at 36hpf in *gata2a* <sup>$\Delta i4/\Delta i4$</sup>  mutants upon DAPM treatment. 100 $\mu$ M DAPM treatment induced a significant decrease in *gata2b* expression in wild type and *gata2a* <sup>$\Delta i4/\Delta i4$</sup>  mutants. ( $\mu_{\text{wt}+\text{DMSO}}=26.94$ ,  $\mu_{\text{wt}+25\mu\text{M}}=22.07$ ,  $\mu_{\text{wt}+100\mu\text{M}}=15.04$ ;  $\mu_{\text{mut}+\text{DMSO}}=20.09$ ,  $\mu_{\text{mut}+25\mu\text{M}}=22.32$ ,  $\mu_{\text{mut}+100\mu\text{M}}=8.15$ ; Welch's ANOVA). Embryo numbers were  $n=17$ , wt+ DMSO;  $n=14$ , wt+25 $\mu$ M DAPM;  $n=15$ , wt+100 $\mu$ M DAPM;  $n=11$ , *gata2a* <sup>$\Delta i4/\Delta i4$</sup>  + DMSO;  $n=20$ , *gata2a* <sup>$\Delta i4/\Delta i4$</sup>  +25 $\mu$ M DAPM;  $n=16$ , *gata2a* <sup>$\Delta i4/\Delta i4$</sup>  +100 $\mu$ M DAPM treatment. (d-e) Overexpression of a constitutively active NICD plasmid driven by the endothelial-specific *fli1a* promoter (*fli1a*-NICD:GFP<sup>3</sup>) using 30 and 50pg DNA. (d) *fli1a*-NICD:GFP overexpression increased expression of *runx1* ( $\mu_{\text{NI}}=24.51$ ,  $\mu_{30\text{pg}}=37.97$ ,  $\mu_{50\text{pg}}=41.20$ ;  $F=11.01$ , d.f.=2, 33.59;  $p<0.0001$ ; Welch's ANOVA,  $n\geq 15$  for all samples) and (e) *gata2b* in haemogenic endothelium at 30hpf ( $\mu_{\text{NI}}=20.42$ ,  $\mu_{30\text{pg}}=41.09$ ,  $\mu_{50\text{pg}}=47.18$ ;  $F=17.01$ , d.f.=2, 20.88;  $p<0.0001$ ; Welch's ANOVA,  $n=15$  for all samples). (f) Effect of *fli1a*-NICD:GFP overexpression (30pg DNA) on *runx1* expression between wild type and *gata2a* <sup>$\Delta i4/\Delta i4$</sup>  mutants at 26hpf. Endothelial-specific NICD overexpression can significantly rescue *runx1* expression in *gata2a* <sup>$\Delta i4/\Delta i4$</sup>  mutants ( $\mu_{\text{wt}}=48.96$ ,  $\mu_{\text{mut}}=29.35$ ,  $\mu_{\text{wt}+\text{NICD}}=62.24$ ,  $\mu_{\text{mut}+\text{NICD}}=38.21$ ;  $F=25.67$ , d.f.=3, 12.39;  $p<0.0001$ ; Welch's ANOVA,  $n=9$ , wt;  $n=6$  for all other samples). (g) Effect of *fli1a*-NICD:GFP overexpression (30pg DNA) on *gata2b* expression between wild type and *gata2a* <sup>$\Delta i4/\Delta i4$</sup>  mutants at 26hpf. Endothelial-specific NICD overexpression can significantly upregulate *gata2b* expression in *gata2a* <sup>$\Delta i4/\Delta i4$</sup>  mutants ( $\mu_{\text{wt}}=22.52$ ,  $\mu_{\text{mut}}=15.45$ ,  $\mu_{\text{wt}+\text{NICD}}=56.21$ ,  $\mu_{\text{mut}+\text{NICD}}=50.12$ ;  $F=25.29$ , d.f.=3 ;  $p<0.0001$ ; Kruskal-Wallis ANOVA,  $n=10$ , wt;  $n=21$ , *gata2a* <sup>$\Delta i4/\Delta i4$</sup> ;  $n=6$  for all other samples). Multiple comparisons were performed with a Dunnett's T3 test or uncorrected Dunn's test where relevant;  $p$  values for each comparison are shown in the respective panels. Error bars: mean $\pm$ SD; each dot represents the corrected pixel intensity of the *in situ* signal in one embryo. Orange dots correspond to the quantified images shown in each panel.

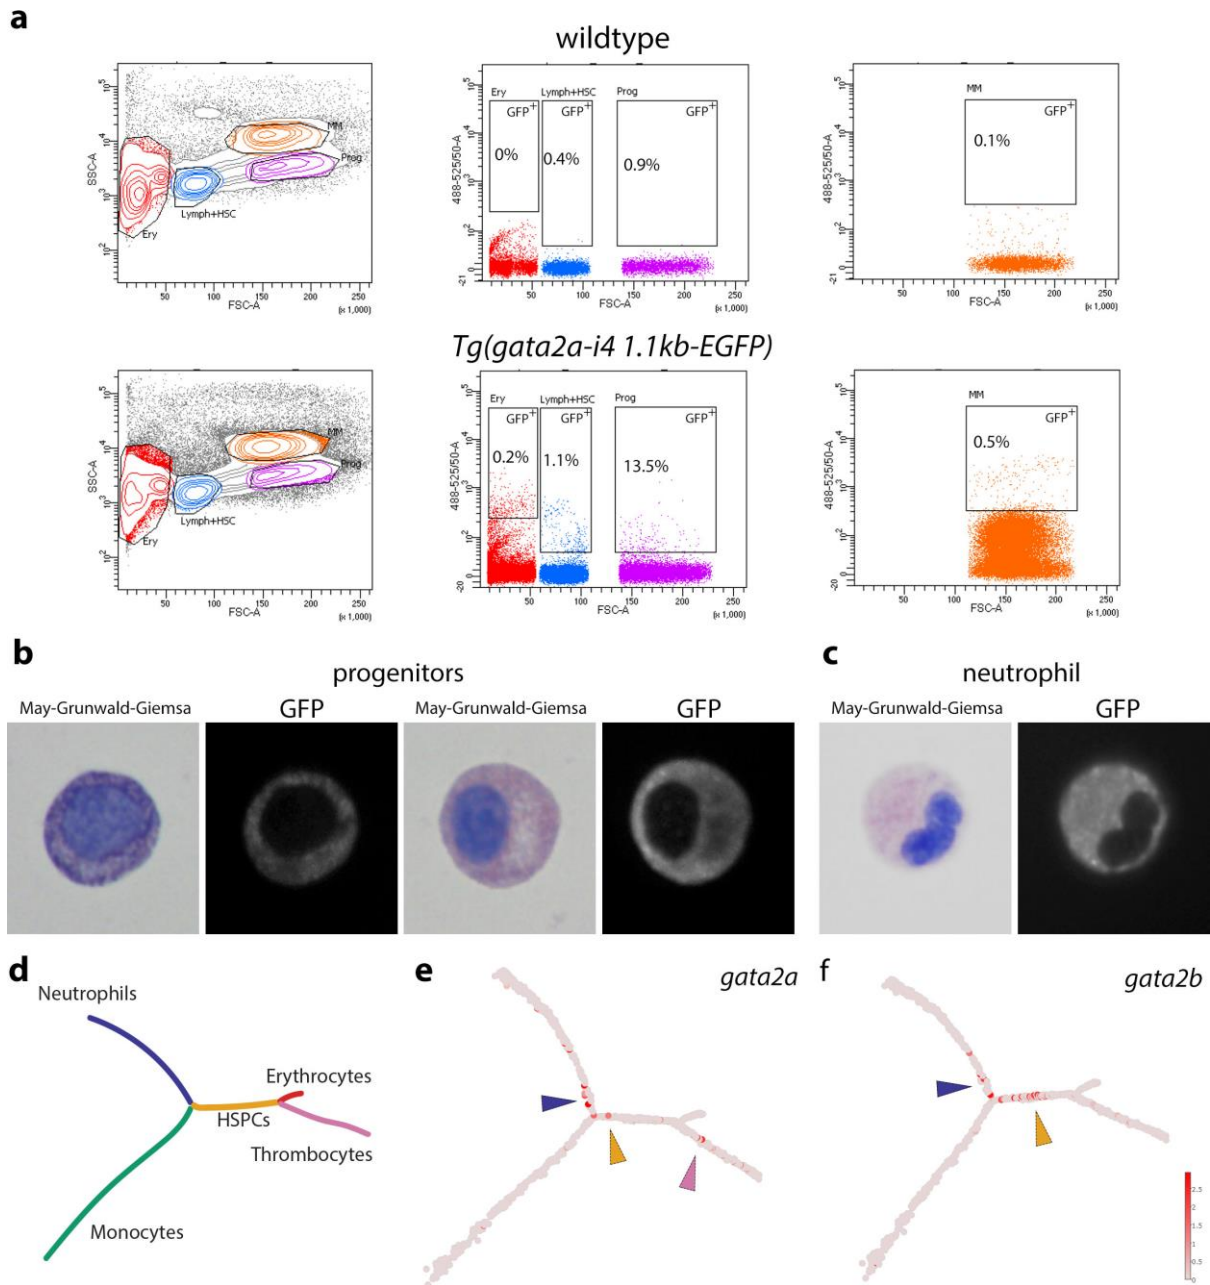

**Supplementary Figure 6. Flow cytometry analysis of GFP expression in *Tg(gata2a-i4-1.1Kb:GFP)* adult zebrafish.** (a) Plot showing the distribution of cell size (forward scatter) vs granularity (side scatter) to distinguish the various haematopoietic cell populations in the WKM as described <sup>4</sup>. The panels on the right show the gate settings to detect GFP<sup>+</sup> cells in the lymphoid gate (Lymph+HSC), progenitor gate (Prog) and myeloid gate (MM). Gata2a-i4-driven expression of GFP was found in all the gates examined. Examples of (b) haematopoietic progenitors and (c) neutrophils expressing GFP, together with May-Grunwald/ Wright-Giemsa staining. (d) Monocle trajectory representing the differentiation path for 5 major cell types in the WKM based on gene expression differences (adapted from <sup>5</sup>). The colours represent each of the branches differentiating from the HSPC 'root'. (e,f) Expression summary for (e) *gata2a* and (f) *gata2b* from single cell RNA-seq data superimposed

on the Monocle trajectory. The data is publicly available and was obtained from the BASiCz - Blood Atlas of Single Cells in zebrafish website (<https://www.sanger.ac.uk/science/tools/basicz>)<sup>5</sup>. (e) *gata2a* expression was detected in single cells in the neutrophil (blue arrowhead), HSPC (yellow arrowhead) and thrombocyte branch (pink arrowhead). (f) *gata2b* expression was detected in single cells mainly in the neutrophil (blue arrowhead) and HSPC (yellow arrowhead) branches. Expression levels are shown from red to pink (high to low). HSPCs – haematopoietic stem and progenitor cells.

Supplementary Tables

**Supplementary Table 1. Sequences of primers used in this study.**

| Name                            | Sequence (5'-3')                                                                   | Purpose                                           | Source        |
|---------------------------------|------------------------------------------------------------------------------------|---------------------------------------------------|---------------|
| <i>gata2a</i> -i4-1.1kb f       | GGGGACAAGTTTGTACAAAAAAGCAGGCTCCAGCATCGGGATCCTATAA                                  | Cloning                                           | This study    |
| <i>gata2a</i> -i4-1.1kb r       | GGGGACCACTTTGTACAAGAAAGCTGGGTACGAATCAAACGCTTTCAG                                   | Cloning                                           | This study    |
| <i>gata2a</i> -i4-450bp f       | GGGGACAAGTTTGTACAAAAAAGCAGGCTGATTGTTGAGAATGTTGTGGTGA                               | Cloning                                           | This study    |
| <i>gata2a</i> -i4-450bp r       | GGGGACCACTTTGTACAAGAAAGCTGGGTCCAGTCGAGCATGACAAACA                                  | Cloning                                           | This study    |
| <i>gata2a</i> <sup>Δi4</sup> f  | TGGCTAAGTGACCGTCAGAG                                                               | Genotyping                                        | This study    |
| <i>gata2a</i> <sup>Δi4</sup> r1 | TGAAACAAAACGCAGACGAC                                                               | Genotyping                                        | This study    |
| <i>gata2a</i> <sup>Δi4</sup> r2 | GGGTTTGTTGAAGACGGAAA                                                               | Genotyping                                        | This study    |
| <i>gfp F</i>                    | ACGTAAACGGCCACAAGTTC                                                               | Amplify in situ hybridization probe               | This study    |
| <i>gfp R</i>                    | TGCTCAGGTAGTGGTTGTCG                                                               | Amplify in situ hybridization probe               | This study    |
| <i>Kdrl F</i>                   | CTCCTGTACAGCAAGGAATG                                                               | qRT-PCR (SYBR)                                    | <sup>6</sup>  |
| <i>Kdrl R</i>                   | ATCTTTGGGCACCTTATAGC                                                               | qRT-PCR (SYBR)                                    | <sup>6</sup>  |
| <i>efnB2a F</i>                 | CCCATTTCCTCCAAAGACTA                                                               | qRT-PCR (SYBR)                                    | <sup>7</sup>  |
| <i>efnB2a R</i>                 | CTTCCCATGAGGAGATGC                                                                 | qRT-PCR (SYBR)                                    | <sup>7</sup>  |
| <i>Dll4 F</i>                   | ACGCATACAACCCTAACATGC                                                              | qRT-PCR (SYBR)                                    | <sup>8</sup>  |
| <i>Dll4 R</i>                   | CTCTGTCTGCTTCCCACTTTG                                                              | qRT-PCR (SYBR)                                    | <sup>8</sup>  |
| <i>ephB4 F</i>                  | CCTGATGAACACGAAAACGGA                                                              | qRT-PCR (SYBR)                                    | <sup>9</sup>  |
| <i>ephB4 R</i>                  | TGATAGGTCCGCACACTGTT                                                               | qRT-PCR (SYBR)                                    | <sup>9</sup>  |
| <i>Flt4 F</i>                   | ACAGAGGAGCCATGTTGACA                                                               | qRT-PCR (SYBR)                                    | <sup>9</sup>  |
| <i>Flt4 R</i>                   | GTCTGGCCTGAGAGTTGAGT                                                               | qRT-PCR (SYBR)                                    | <sup>9</sup>  |
| <i>UbiC F</i>                   | AAGAGACTCCCATACACCGC                                                               | qRT-PCR (SYBR)                                    | <sup>9</sup>  |
| <i>UbiC R</i>                   | ATTCTCAATGGTGTCGCTGG                                                               | qRT-PCR (SYBR)                                    | <sup>9</sup>  |
| <i>Ef1a F</i>                   | GAGAAGTTCGAGAAGGAAGC                                                               | qRT-PCR (SYBR)                                    | <sup>10</sup> |
| <i>Ef1a R</i>                   | CGTAGTATTGCTGGTCTCG                                                                | qRT-PCR (SYBR)                                    | <sup>10</sup> |
| <i>gata2a</i> sgRNA1            | GAAATTAATACGACTCACTATAGGGTGA <sup>CTCCATGGAAAACCTG</sup> GTTTTAGAGCTA<br>GAAATAGC  | Prepare guide RNA template (target region in red) | This study    |
| <i>gata2a</i> sgRNA2            | GAAATTAATACGACTCACTATAGGGG <sup>GCCCATGCTTTTGCA</sup> TTTTGTTTTAGAGCTA<br>GAAATAGC | Prepare guide RNA template                        | This study    |

|                          |                                                                                     |                                                   |               |
|--------------------------|-------------------------------------------------------------------------------------|---------------------------------------------------|---------------|
|                          |                                                                                     | (target region in red)                            |               |
| gata2a sgRNA3            | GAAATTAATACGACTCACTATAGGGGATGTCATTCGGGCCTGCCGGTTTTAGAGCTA<br>GAAATAGC               | Prepare guide RNA template (target region in red) | This study    |
| gata2a sgRNA4            | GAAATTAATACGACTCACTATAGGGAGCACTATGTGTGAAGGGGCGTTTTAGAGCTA<br>GAAATAGC               | Prepare guide RNA template (target region in red) | This study    |
| Universal reverse primer | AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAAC<br>TTGCTATTTCTAGCTCTAAAC | Prepare guide RNA template                        | <sup>11</sup> |
| T7 Gata2b ex3_1          | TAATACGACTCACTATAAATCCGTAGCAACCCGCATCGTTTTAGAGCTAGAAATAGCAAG                        | Prepare guide RNA template                        | This study    |
| gata2b ex_3 Fwd          | CTGTCGATGACGCAACACTG                                                                | Genotyping                                        | This study    |
| gata2b ex_3 Rev          | TGTCGTCATGTTCCGAGCA                                                                 | Genotyping                                        | This study    |

Most primers were obtained from Sigma-Aldrich. Gata2b primers and guide template were obtained from IDT.

**Supplementary Table 2. Catalogue numbers of TaqMan® assays used in this work.**

| <b>Gene name</b> | <b>TaqMan® assay catalogue number</b> |
|------------------|---------------------------------------|
| <i>cops2</i>     | Dr03114763_m1                         |
| <i>dld</i>       | Dr03111908_m1                         |
| <i>dll4</i>      | Dr03428646_m1                         |
| <i>eef1a1l1</i>  | Dr03432748_m1                         |
| <i>efnb2a</i>    | Dr03073975_m1                         |
| <i>gata2a</i>    | Dr03086718_m1                         |
| <i>gata2b</i>    | Dr03140570_m1                         |
| <i>kdr1</i>      | Dr03432897_m1                         |
| <i>lsm12b</i>    | Dr03139893_m1                         |
| <i>rpl13a</i>    | Dr03101115_g1                         |
| <i>rplp0</i>     | Dr03131546_m1                         |
| <i>runx1</i>     | Dr03074179_m1                         |

All TaqMan® assays were obtained from ThermoFisher Scientific.

## Supplementary References

- 1 Huang da, W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc* **4**, 44-57, doi:10.1038/nprot.2008.211 (2009).
- 2 Dobrzycki, T., Krecsmarik, M., Bonkhofer, F., Patient, R. & Monteiro, R. An optimised pipeline for parallel image-based quantification of gene expression and genotyping after in situ hybridisation. *Biol Open* **7**, bio031096, doi:10.1242/bio.031096 (2018).
- 3 Liu, Z. *et al.* Primary cilia regulate hematopoietic stem and progenitor cell specification through Notch signaling in zebrafish. *Nat Commun* **10**, 1839, doi:10.1038/s41467-019-09403-7 (2019).
- 4 Traver, D. *et al.* Transplantation and in vivo imaging of multilineage engraftment in zebrafish bloodless mutants. *Nat Immunol* **4**, 1238-1246, doi:10.1038/ni1007 (2003).
- 5 Athanasiadis, E. I. *et al.* Single-cell RNA-sequencing uncovers transcriptional states and fate decisions in haematopoiesis. *Nature Communications* **8**, 2045, doi:10.1038/s41467-017-02305-6 (2017).
- 6 Bertrand, J. Y. *et al.* Haematopoietic stem cells derive directly from aortic endothelium during development. *Nature* **464**, 108-111, doi:10.1038/nature08738 (2010).
- 7 Lee, Y. *et al.* FGF signalling specifies haematopoietic stem cells through its regulation of somitic Notch signalling. *Nat Commun* **5**, 5583, doi:10.1038/ncomms6583 (2014).
- 8 Monteiro, R. *et al.* Transforming Growth Factor beta Drives Hemogenic Endothelium Programming and the Transition to Hematopoietic Stem Cells. *Dev Cell* **38**, 358-370, doi:10.1016/j.devcel.2016.06.024 (2016).
- 9 Bonkhofer, F. *et al.* Blood stem cell-forming haemogenic endothelium in zebrafish derives from arterial endothelium. *Nat Commun* **10**, 3577, doi:10.1038/s41467-019-11423-2 (2019).
- 10 Bertrand, J. Y., Kim, A. D., Teng, S. & Traver, D. CD41+ cmyb+ precursors colonize the zebrafish pronephros by a novel migration route to initiate adult hematopoiesis. *Development* **135**, 1853-1862, doi:10.1242/dev.015297 (2008).
- 11 Bassett, A. R., Tibbit, C., Ponting, C. P. & Liu, J. L. Highly efficient targeted mutagenesis of *Drosophila* with the CRISPR/Cas9 system. *Cell Rep* **4**, 220-228, doi:10.1016/j.celrep.2013.06.020 (2013).

# Supplementary material for: Deletion of a conserved Gata2 enhancer impairs haemogenic endothelium programming and adult Zebrafish haematopoiesis
**Source:** Commun Biol. 2020 Feb 13;3:71. doi: 10.1038/s42003-020-0798-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of additional supplementary items

Supplementary Data1 – source data for Figures 1-6 and Supplementary Fig. 1-6

Supplementary Data 2 –list of called ATACseq peaks

# Supplementary material for: Deletion of a conserved Gata2 enhancer impairs haemogenic endothelium programming and adult Zebrafish haematopoiesis
**Source:** Commun Biol. 2020 Feb 13;3:71. doi: 10.1038/s42003-020-0798-3
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Sequencing data (ATACseq) was obtained from an Illumina HiSeq 4000 machine in FastQ format and mapped/processed /analysed using the software listed below |
| Data analysis   | BWA aligner 0.7.12<br>Trimmomatic 0.32<br>subread 1.6.2<br>Homer 3.0<br>R diffBinding package                                                             |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data generated or analysed during this study are included in this published article (and its supplementary information files). Accession codes for ATACseq are XXXXXXXX

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For the ATACseq experiments, we determined that a minimum of 4 samples was sufficient due to the homogeneous genetic background of the zebrafish population and the high numbers of fish pooled for each independent experiment. For confirmatory gene expression experiments using the Biomark platform, sample size was increased to 5-6 independent experiments. |
| Data exclusions | For ATACseq, four experimental replicates were generated and analysed for consistency by PCA and correlation analysis; two outlying replicates for the kdrl-GFP+ population were removed, so we analysed 4 kdrl-GFP- and 2 kdrl-GFP+ samples.                                                                                                                       |
| Replication     | Differential gene expression analysis by in situ hybridization was done on wildtype versus gata2a deltai4/delta i4 mutants. and the genotypes verified after in situ hybridization. Reproducibility of the experimental findings was verified by qPCR in independent experiments in endothelial cells isolated by FACS.                                             |
| Randomization   | For the ATAC experiments, no randomization was possible. For the ISH experiments, embryos of mixed genotypes were stained together and then randomly imaged and genotyped.                                                                                                                                                                                          |
| Blinding        | Quantification of the ISH signals in embryos were done blindly (prior to genotyping). Analysis of the adult WKM was not blinded as animals were genotyped before being allowed to grow to adulthood.                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies for in situ hybridization: Anti-digoxigenin-AP, Fab fragments (11093274910, SIGMA) and Anti-Fluorescein-POD, Fab fragments (11426346910, SIGMA)<br>Antibodies for immunochemistry: rabbit anti-GFP (A-11122, Invitrogen) and goat anti-rabbit conjugated Alexa-488 (A32731, Invitrogen) |
| Validation      | All validation of the antibodies used can be found in the manufacturer's website                                                                                                                                                                                                                   |

### Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Zebrafish (danio rerio), males and females, AB strain. Tg(-6.0itga2b:EGFP)la2, Tg(kdrl:GFP)s843, Tg(gata2a -i4:GFP) and gata2a delta i4/delta i4 mutants. Fish were analyzed during embryogenesis (around 24-96 hours post fertilization) and as adults (>3 months post fertilization). |
| Wild animals            | Study did not involve wild animals                                                                                                                                                                                                                                                      |
| Field-collected samples | Study did not involve samples collected from the field                                                                                                                                                                                                                                  |

## Ethics oversight

All experiments were performed under a Project license approved by the Home Office, UK, under the Animals (Scientific Procedures) Act 1986.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

ATACseq: Tg(kdrl:GFP)s843 embryos were dissociated for FACS at 26-27hpf to collect kdrl+ and kdrl- cell populations (40,000-50,000 cells each). They were processed for ATAC library preparation using optimised standard protocol 26. Briefly, after sorting into Hanks' solution (1xHBSS, 0.25% BSA, 10mM HEPES pH8), the cells were spun down at 500g at 4°C, washed with ice-cold PBS and resuspended in 50µl cold Lysis Buffer (10mM Tris-HCl, 10mM NaCl, 3mM MgCl<sub>2</sub>, 0.1% IGEPAL, pH 7.4). The nuclei were pelleted for 10min. at 500g at 4°C and resuspended in the TD Buffer with Tn5 Transposase (Illumina), scaling the amounts of reagents accordingly to the number of sorted cells. The transposition reaction lasted 30min. at 37°C. The DNA was purified with PCR Purification MinElute Kit (QIAGEN). In parallel, transposase-untreated genomic DNA from kdrl+ cells was purified with the DNeasy® Blood & Tissue Kit (QIAGEN). The samples were amplified with appropriate Customized Nextera primers 26 in NEBNext High-Fidelity 2x PCR Master Mix (NEB). The libraries were purified with PCR Purification MinElute Kit (QIAGEN) and Agencourt AMPure XP beads (Beckmann Coulter). The quality of each library was verified using D1000 ScreenTape System (Agilent). Four biological replicates of the libraries were quantified with the KAPA Library Quantification Kit for Illumina® platforms (KAPA Biosystems). The libraries were pooled (including the Tn5 untreated control), diluted to 1ng/µl and sequenced using 75bp paired-end reads on Illumina HiSeq 4000 (Wellcome Trust Centre for Human Genetics, Oxford).

#### Instrument

BD FACS Aria Fusion system

#### Software

FACSDiva v8.0.1 Software

#### Cell population abundance

kdrl+ (high): ~1-2%; kdrl-: ~94-95%

#### Gating strategy

We first sorted for live/dead cells using a Hoechst(DEAD) dye, then excluded doublets. From these we set the gates for negative and positive GFP expression with wildtype and single transgenics as single-colour controls. To identify the gating strategy for isolation of endothelial cells, we split the GFP+ gate into two sub-gates (low and high). We determined that the best enrichment of endothelial markers was found in the kdrl GFP<sup>high</sup> gate and used that for further experiments (ATACse and Biomark qPCR).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

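The data are ATAC-seq libraries of *kdrl*:GFP+ and *kdrl*:GFP- cells sorted from zebrafish embryos, with genomic DNA as a control. The sample labels give 3 libraries of each cell population and 1 control, and the paper's comparison used 2 and 4. No column of the deposited tables belongs to a single one of these libraries, so each value is one of a group or of the authors' comparison.

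The authors trimmed the reads with Trimmomatic, mapped them to Zv9 with BWA, called peaks in each sample against the genomic DNA control and compared the groups with DiffBind, using its edgeR method. In the table the authors deposited, the concentrations are the log2 of mean normalized reads per group, the fold is the log2 difference of these, and the p-value is the authors', not stated to be adjusted. How the libraries were scaled, whether duplicates were removed and whether reads were shifted for the transposase are not stated in the paper's text. Each peak's annotation and nearest RefSeq promoter are the authors'. A further deposited table of the authors lists 14612 genes with a log2 fold change, a log2 mean of normalized counts (CPM), a p-value and an FDR for a comparison of columns named WT and Mo, which the paper does not describe. That table has 6 columns of per-sample values, which match no sample of this series and were not used. Its exon coordinates on Zv9 gave the positions of *gata2a* and *gata2b*.

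From these tables, peaks were counted at the thresholds of the paper (0.05, and 0.0001 for the *gata2a* locus) and at a log2 fold of 3. The *gata2a* locus was the 20 kb window that holds the whole gene and the most peaks, a reading of the paper's 20 kb region that was settled after the peak positions were seen. Genes of the lists were found by the symbol in the table or, through the RefSeq accession, by the symbol in the RefSeq annotation of GRCz12tu, which gave a current symbol for 42145 peaks. This was settled after a first run that used current symbols alone and missed *dld* and *fli1a*. No coordinate of that assembly was used. Lists of 60 endothelial and 76 neural genes were tested with Fisher's exact test against the 9248 genes that are the nearest promoter of any differential peak, and against 10000 random lists matched on the number of peaks per gene in 20 bins. Common odds ratios were taken over 10 strata with the Mantel-Haenszel estimator, and directions of peaks were shuffled 1000 times. Shares have 95% Wilson intervals. The list tests were tested on simulated data first: over 200 simulations of 9000 genes, matched lists called 4.5% of lists without and 89.0% of lists with a planted enrichment, whereas Fisher's exact test called 26.0% of lists without enrichment that were drawn from genes with many peaks. The simulated numbers of peaks per gene were not taken from the data. The 26.0% is therefore not the error rate of the Fisher's exact tests reported here. Over 50 simulations of 40000 peaks with a true odds ratio of 2, the common odds ratio was 1.99. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

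The peaks named in the text, except 1, were set by a rule written before the data were examined. The rule took every peak within 20 kb of *gata2a* or *gata2b* or with either as the nearest promoter. It also took the 5 largest positive and 5 most negative folds. For each endothelial or haematopoietic gene the paper names, it took the peak with the largest absolute fold. The exception is the peak in the promoter of *perm1b*, the nearest to *gata2b*, named after its position was seen. The alternatives tried were other thresholds of p and fold, other definitions of a locus, of intergenic and of promoter peaks, peaks in place of genes, gene symbols as printed or current symbols alone, and leaving out peaks at the lowest concentration.

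Depth per library is unknown from these tables, so no counting interval for a peak and no spread between libraries is given. Principal components, correlations and a refit of the comparison, which need values per library, and the motif analysis, which needs the sequence of Zv9, were planned and were not analysed here. A further test on the gene table is not reported here.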

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

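The search for other genes around *gata2a* was chosen after the positions of its peaks were seen. The other tests in this part were chosen before their results were seen.

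The paper does not describe the deposited table of 14612 genes that compares columns named WT and Mo, and it holds a signal: the authors' deposited table lists as many as 1869 genes with an FDR below 0.05, 1016 with a negative and 853 with a positive log2 fold change. The log2 fold change of *gata2a* in the authors' deposited table is −2.76 (FDR 3.38e-32) and that of *gata2b* is −1.82 (FDR 0.0174). For *runx1* the authors' deposited table gives −1.13 (FDR 0.404) and for *kdrl* 0.24 (FDR 0.519). Which group is the numerator was not worked out, since the values per sample were not used, so no direction between WT and Mo is given here.

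A candidate explanation is a change of endothelial genes, which the tests left open only as a small shift. The median log2 fold change of 47 of them was −0.18, at percentile 0.16 of 10000 random lists matched on mean expression. With an FDR below 0.05 were 12 of the 47, against a median of 8 in matched random lists (p = 0.133 in this permutation test), so the changed genes were not shown to be rich in endothelial genes. Genes near peaks enriched in *kdrl*:GFP+ cells were changed no more often than the other genes with a differential peak (14.9% against 14.3%, odds ratio 1.05, Fisher's exact test, p = 0.459). A difference in depth, in library batch or in cell composition between the columns was not tested, since the values per sample were not used, and the pattern cannot be told apart from these. What the columns WT and Mo stand for is not given by any condition of this series, and no explanation by a condition was tested.

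Beyond 20 kb from *gata2a*, a region that the paper's text does not discuss, 7 differential peaks have *gata2a* as the nearest promoter, and 6 of them are lower in *kdrl*:GFP+ cells. They lie 36.1 to 88.6 kb beyond the 3′ end of the gene, and the log2 folds of the 6 lower peaks in the authors' deposited table run from −4.13 to −1.31. Within 20 kb, 6 of 7 peaks are higher. The distal peaks could belong to another gene: 0 other genes of the deposited gene table lie in the interval from 3820542 to 3909991 on chromosome 11, but that table covers only part of the genes, so this possibility cannot be told apart from distal elements of *gata2a* that are open in other cells. Contamination, depth and read mapping could not be tested without values per library.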

How the results depend on the processing

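The thresholds and gene lists were set before the data were examined, together with 14 of the 28 alternatives that were run on 9 results; the other 14 were chosen after seeing the data. The layout of the 20 kb window at *gata2a* and the matching of gene symbols were also settled after the data were seen.

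The odds ratios for endothelial genes near enriched peaks and neural genes near depleted peaks stayed above 1 with p below 0.05 under all 6 alternatives each, between 2.69 and 12.1 for endothelial genes and between 2.83 and 13.5 for neural genes. The current symbols alone, which were used first, gave 12.1 and 11.6. The numbers of peaks with a log2 fold beyond 3 stayed within 1.5 times of 7854 and 5842 without peaks at the lowest concentration (6502 and 4552) and with p below 0.0001 (7654 and 5170). The *gata2b* locus held 0 peaks by nearest promoter at any distance as well; a lower threshold of p cannot change a count of 0. The *gata2a* locus held 4 peaks at a threshold of 0.05 as well, 6 when every peak within 20 kb of any part of the gene was counted, which was the locus written down before the data were examined for naming peaks, and 7 by nearest promoter at any distance.

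Other results moved, and the cause was not tested. With p below 0.0001, 21823 differential peaks were left, and the share that was higher in *kdrl*:GFP+ cells rose from 44.7% to 51.6%. At a linear 3-fold difference there were 15535 enriched and 17297 depleted peaks. By nearest promoter at any distance the *gata2a* locus held 7 peaks in place of 4. Counting peaks more than 10000 bp from the nearest TSS as intergenic gave 81.6%, and p below 0.0001 gave 66.5%. For promoters, 1000 bp around the TSS gave 3.20% and p below 0.0001 gave 1.45%.

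Not run were the alternatives that need an adjusted p, which the table does not hold. The gene table as a check on the peaks and the overlap of the deposited tables were not run as alternatives. The reason is that the gene table lists genes of another comparison. A test outside these alternatives, of genes near enriched peaks in the gene table, is given above. The ETS motif was not run, since the sequence of Zv9 was not used here. Sample separation and the refitted comparison were not run because they need values per library. No paired analysis was possible because the tables used give group means and no values per library. For the same reason no library was left out, and how far single libraries carry a result is unknown.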

Differences from the paper's values

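None of the values compared differed by more than 1.5 times from the paper's under the settings used for the reported values. The table holds 44025 peaks, the number in the paper's text, whereas the paper's legend of Supplementary Fig. 1h gives 44026. The 7854 enriched and 5842 depleted peaks stand against the paper's about 7900 and about 5800 in Supplementary Fig. 1j, read by eye.

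The paper's 4 sites at *gata2a* are matched in number by the 20 kb window that holds the whole gene, whose layout was chosen after seeing the values; within 20 kb of any part of the gene there were 6 and by nearest promoter 7, and the latter differs by more than 1.5 times.

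Further, the paper describes the peaks used for GO terms as more than 3-fold enriched or depleted, whereas the counts in the figure were reached at a log2 fold of 3, which is 8-fold; a linear 3-fold difference gave 15535 and 17297 peaks. In Fig. 1b the track of *kdrl*:GFP- cells shows a signal at exon 4 of *gata2a*, whereas in the authors' deposited table the peak there has the lowest concentration of all peaks in *kdrl*:GFP- cells and the largest fold of the locus, with a log2 fold of 8.16 against 2.74 for the peak within intron 4.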

Other observations

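The tests of the lowest concentrations, of the end of the table and of exonic peaks by width, strength and lowest concentration were chosen after the results were seen; the remaining tests in this part were set before their results were seen. The patterns for exonic peaks, among 7 annotation classes, and for chromosome 4, among 25 chromosomes, were themselves noticed in these data, and the 20 Mb boundary was set after the counts along chromosome 4 were seen.

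The largest folds in both directions belong to peaks with one group at its lowest concentration. Few reads in narrow peaks are a candidate explanation for peaks with a log2 fold beyond 3, but not for the 5 largest positive and the 5 most negative folds. These 10 folds all belong to peaks wider than the median (615 to 2875 bp against 502 bp). Among peaks with a log2 fold above 3, 28.5% of the narrowest 20% and 7.64% of the widest 20% sat at the lowest concentration, a ratio of 3.73, and among peaks with a log2 fold below −3 the shares were 43.3% and 5.22%. A minimum set during processing is another: 1499 peaks shared the lowest value in *kdrl*:GFP- cells and 798 lay in the next log2 unit, a ratio of 1.88, and in *kdrl*:GFP+ cells the numbers were 1450 and 355. The log2 of 0 reads has no finite value, so the finite shared value shows that a minimum was applied; how many reads these peaks had is not in the table. No biological explanation was tested.

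The p-values end at 0.033. If the table had been made with a threshold of 0.05 on these p-values, peaks would be listed up to 0.05; the interval of the same width just below the highest p-value holds 4719 peaks and the interval above it holds 0. A threshold of 0.05 on a Benjamini-Hochberg adjusted p-value could give such an end if 66614 peaks had been tested, but the number tested is not in the table, so this cannot be told apart from another threshold.

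Genes with more peaks have more chances to reach a threshold, and the endothelial and neural genes had a median of 8 and 10 differential peaks, against 3 for the other genes. Random lists matched on the number of peaks held a median of 31 genes with an enriched peak, and at most 41, against 45 endothelial genes; for neural genes and depleted peaks they held a median of 42, and at most 56, against 62. In both cases 0 of 10000 lists held as many (p = 0.0001 in this permutation test, the smallest it can give), so the number of peaks does not account for the excess.

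Exonic peaks were more frequent among peaks higher in *kdrl*:GFP+ cells, with an odds ratio of 2.78. The odds ratio was 2.68 over 10 classes of peak width, 2.85 over 10 classes of peak strength, 2.73 without peaks at the lowest concentration, 2.97 for peaks more than 1000 bp from the nearest TSS and 2.38 with 1 peak drawn per gene, so none of these accounts for it. It was above 1 in 9 of 10 classes of strength, the exception being the weakest class (0.873). GC content, which differs between exons and other sequence, was not tested without the sequence of Zv9, and the pattern cannot be told apart from a GC bias between the libraries. The excess was not confined to the exonic class. The odds ratio was 2.72 for 3′ UTR peaks and 1.45 for peaks at a transcription termination site. It was 1.06 for intronic, 1.03 for 5′ UTR and 0.935 for promoter peaks. A hypothesis for a future test is that endothelial cells may use more exonic elements than the mixed *kdrl*:GFP- population, which would not by itself cover the other classes.

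Neighbouring differential peaks shared a direction more often than chance. Of 44000 adjacent pairs, 65.3% had the same direction, against a median of 50.6% and a highest value of 51.2% over 1000 shuffles of the directions. Pairs more than 5000 bp apart, which are unlikely to be parts of 1 open region, still shared a direction in 60.2% of cases (highest shuffle 51.4%). The share fell with distance, from 88.8% for gaps up to 1 kb to 76.5% from 1 to 5 kb, 65.5% from 5 to 20 kb, 56.4% from 20 to 100 kb and 52.1% above 100 kb. Domains of several elements that open together are a hypothesis that the data leave open; copy number and GC content, which also vary over such distances, were not tested.

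On chromosome 4, beyond 20 Mb, 341 of 552 differential peaks (61.8%) were higher in *kdrl*:GFP+ cells, against 44.5% of all other peaks and a range of 39.5 to 48.7% over the 25 chromosomes without this region (odds ratio 2.02, Fisher's exact test, p = 5.97e-16). Neighbouring peaks share a direction and the region was chosen from these counts, so this p-value does not measure how unusual the region is. The odds ratio was 2.41 over 10 classes of peak strength and 1.99 over 10 classes of peak width, so neither accounts for the higher share in this region. Reads shared between repeated sequences were not tested, since reads were not used here, and the pattern cannot be told apart from that explanation.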
